# Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis

**DOI:** 10.1186/ar4609

**Published:** 2014-07-10

**Authors:** Benjamin D Korman, Chiang-Ching Huang, Carly Skamra, Peggy Wu, Renee Koessler, David Yao, Qi Quan Huang, William Pearce, Kim Sutton-Tyrrell, George Kondos, Daniel Edmundowicz, Richard Pope, Rosalind Ramsey-Goldman

## Abstract

**Introduction:**

Our objectives were to examine mononuclear cell gene expression profiles in patients with systemic lupus erythematosus (SLE) and healthy controls and to compare subsets with and without atherosclerosis to determine which genes’ expression is related to atherosclerosis in SLE.

**Methods:**

Monocytes were obtained from 20 patients with SLE and 16 healthy controls and were *in vitro*-differentiated into macrophages. Subjects also underwent laboratory and imaging studies to evaluate for subclinical atherosclerosis. Whole-genome RNA expression microarray was performed, and gene expression was examined.

**Results:**

Gene expression profiling was used to identify gene signatures that differentiated patients from controls and individuals with and without atherosclerosis. In monocytes, 9 out of 20 patients with SLE had an interferon-inducible signature compared with 2 out of 16 controls. By looking at gene expression during monocyte-to-macrophage differentiation, we identified pathways which were differentially regulated between SLE and controls and identified signatures based on relevant intracellular signaling molecules which could differentiate SLE patients with atherosclerosis from controls. Among patients with SLE, we used a previously defined 344-gene atherosclerosis signature in monocyte-to-macrophage differentiation to identify patient subgroups with and without atherosclerosis. Interestingly, this signature further classified patients on the basis of the presence of SLE disease activity and cardiovascular risk factors.

**Conclusions:**

Many genes were differentially regulated during monocyte-to-macrophage differentiation in SLE patients compared with controls. The expression of these genes in mononuclear cells is important in the pathogenesis of SLE, and molecular profiling using gene expression can help stratify SLE patients who may be at risk for development of atherosclerosis.

## Introduction

Systemic lupus erythematosus (SLE) is a chronic multisystem autoimmune disease with a diverse array of clinical manifestations. More recently, it has become evident that SLE is associated with both accelerated atherosclerosis and an increased risk of cardiovascular complications. Women with SLE have a high prevalence of coronary heart disease, and in some cohorts this figure is as high as 6% to 10% [1-4]. The estimated incidence of new cardiovascular events in patients with SLE is approximately 1.2% to 1.5% per year, which represents a five- to six-fold age-adjusted increased risk compared with women without SLE, which is even more striking since it occurs in young pre-menopausal women [5]. Although chronic inflammation is thought to be an important risk factor for these manifestations and a number of cytokines (including interferons) have been proposed as important in this process, the exact pathogenesis of atherosclerosis in SLE remains to be elucidated [6].

Monocytes recruited into tissues from peripheral blood differentiate into macrophages, which are critical in the pathogenesis of many diseases, including both atherosclerosis and SLE [7]. Atherosclerosis has long been associated with chronic inflammation, and previous work has shown that monocytes and macrophages play an important role in the development of atherosclerosis [8,9]. Recent studies have shown that patients with SLE have monocyte/macrophage defects involving surface protein expression, cytokine production, and phagocytic capacity, suggesting that monocytes and macrophages are key players in the pathobiology of SLE [10].

RNA expression microarray has been previously used to analyze mononuclear cells from patients with SLE and has identified an interferon-inducible gene expression profile which is seen in a significant proportion of patients with SLE and tends to correlate with more severe disease manifestations [11-14]. Similar analyses have been done in patients with coronary artery disease and atherosclerosis and have found strong differential expression of genes related to innate and adaptive immunity, particularly those involved in leukocyte transendothelial migration [15-18].

There are dramatic changes in gene expression profiles during monocyte-to-macrophage differentiation, including genes important in lipid metabolism and foam cell function [19,20]. Furthermore, since monocytes differentiate into macrophages as they egress from the circulation into the inflammatory or atherosclerotic milieu, we reasoned that comparing this process in patients with SLE and controls might reveal differences that would provide insights into the increased risk for atherosclerosis seen in patients with SLE. To test this hypothesis, we examined gene expression profiles in monocytes and *in vitro*-differentiated macrophages in SLE patients and healthy controls with and without subclinical atherosclerosis to look for differential expression patterns that might help explain the increased coincidence of these diseases.

## Materials and methods

Peripheral blood was obtained from 36 females: 20 patients with SLE and 16 healthy controls. The institutional review boards of Northwestern University and the University of Illinois at Chicago approved the study, and all participants gave written informed consent prior to their involvement.

SLE patients and control subjects were selected from the SOLVABLE study (Study of SLE Vascular and Bone Long-term Endpoints, a prospective study assessing risk for subclinical and clinical cardiovascular disease) on the basis of having either evidence of atherosclerosis or no evidence of atherosclerosis. All patients had a physician-verified SLE diagnosis and met at least four American College of Rheumatology (ACR) criteria for the classification of SLE. Controls were selected from the general population and represent healthy women who were matched to patients with SLE by age (±5 years), race/ethnicity, and zip code of residence [21]. Controls did not have evidence of SLE or other autoimmune disease.

At study visits, subjects filled out a questionnaire in which they provided demographic, personal, and family history and information about cardiovascular risk factors and underwent routine physical examination and laboratory tests. Patient subphenotypes were determined on the basis of whether patients met each of the 11 ACR classification criteria. Information on age, self-reported race/ethnicity, smoking history, current estrogen use, current aspirin use, and menopause status was obtained from a questionnaire. (If indeterminate by questionnaire, menopause was determined by follicle-stimulating hormone status). Blood pressure was measured twice, and the mean of the two measurements was used for analysis. Height, weight, and waist/hip measurements were obtained by using the protocol in the Multi-ethnic Study of Atherosclerosis [22].

Laboratory tests were run on all patients and controls. These included fasting lipids (total cholesterol, high-density lipoprotein cholesterol (HDL-c), and triglyceride) and fasting glucose measured in the Lipid Laboratory at the University of Pittsburgh Graduate School of Public Health. The Friedewald equation was used to estimate low-density lipoprotein cholesterol (LDL-c) unless the triglyceride level was more than 400 mg/dL, in which case LDL-c was measured directly. Plasma glucose levels were determined by enzymatic assay, and plasma insulin levels were measured by radioimmunoassay. C-reactive protein (CRP) was measured by using an immunonephelometric assay at the Laboratory for Clinical Biochemistry Research at the University of Vermont. C3 and C4 were measured by nephelometry, and double-stranded DNA (dsDNA) antibodies were measured by using the *Crithidia luciliae* method. dsDNA antibodies were considered positive if the titer was at least 1:10.

All patients and controls were examined and validated measures of SLE disease activity (Systemic Lupus Erythematosus Disease Activity Index 2000, or SLEDAI-2K) as well as disease damage (Systemic Lupus International Collaborating Clinics/American College of Rheumatology Damage Index, or SLICC/ACR-DI), which were completed by trained physicians. The SLEDAI-2K and SLICC/ACR-DI instruments were used to calculate disease activity and damage, respectively [23,24]. Disease duration was calculated by using the date the subject fulfilled the 4th ACR classification criteria for SLE for disease onset and the study visit date as the end date. Participants provided information on corticosteroid treatment (current use and duration of treatment) as well as current use of hydroxychloroquine and immunosuppressants (which included cyclophosphamide, azathioprine, methotrexate, mycophenolate mofetil, cyclosporine, and tacrolimus). Renal disease was defined as present if the subject had fulfilled ACR classification criteria for SLE renal involvement (greater than 0.5 gm/day or 3 or more proteinuria or the presence of cellular casts or a combination of these) or had a renal biopsy with evidence of World Health Organization class IIb, III, IV, or V SLE nephritis. International Society of Nephrology/Renal Pathology Society classification was not used, because most renal biopsies were obtained prior to its widespread use.

All 36 individuals underwent imaging evaluations of their carotid arteries, coronary arteries, and aorta. For the purpose of this study, we defined an atherosclerosis phenotype by the presence of at least three of the following four abnormalities on carotid ultrasound or electron beam computed tomography (EBCT): a score of more than 0 on the carotid plaque index, an intima-media thickness (IMT) of greater than mean of the study group (0.67 mm), higher coronary artery calcium (CAC) score (>10), or higher aorta calcium (AC) score (>100) [25,26].

In the coronary arteries and aorta, EBCT scanning was performed to measure vascular calcium by using an Imatron C-150 Ultrafast CT scanner (General Electric Medical Systems, South San Francisco, CA, USA). Calcium scores were calculated with a densitometric program available on the Imatron C-150 scanner by using the Agatston method. The outcome measures used for analyses were dichotomized with a low CAC score of not more than 10 and an AC score of not more than 100 and a high CAC score of greater than 10 and an AC score of greater than 100 signifying the presence of atherosclerosis at these arterial beds [25,26].

Subclinical cardiovascular disease was measured in the carotid arteries by B-mode ultrasound performed by trained sonographers. Carotid ultrasound was performed, and B-mode images of the right and left carotid artery, carotid bifurcation, and the first centimeter of the internal carotid were obtained in multiple planes and assessed for plaque. Carotid ultrasound was completed in a single center. Ultrasonographic measurements were performed by using a Siemens Sequioa model C256 (Siemens, Munich, Germany) equipped with a transducer 8 L5. Sonographers scanned the right and left common carotid artery, carotid bulb, and the first 1.5 cm of the internal and external carotid arteries. For each location, the sonographer imaged the vessel in multiple planes. The sonographers scored the ultrasound images for plaque in the distal common, carotid bulb, and internal arteries. Plaque was defined as a distinct area protruding into the vessel lumen with at least 50% greater thickness than that found in surrounding areas. IMT was measured by using specialized reading software across 1-cm segments of both the right and left sides of the near and far walls of the distal common carotid artery and the far wall of the carotid bulb and internal carotid artery. The mean of all average IMT readings across the eight sites was used for analysis. Reproducibility of IMT and plaque was assessed in five women who underwent two ultrasound examinations within 1 week. Each time, the scanning was performed by a different sonographer, and each scan was scored by two readers. Sonographers and readers were trained as part of a reproducibility protocol study in carotid duplex scanning [27].

Mononuclear cells were isolated from peripheral blood of SLE patients and healthy controls, and then monocytes were isolated and *in vitro*-differentiated into macrophages [20]. Specifically, peripheral blood was drawn in tubes containing citrate-phosphate-dextrose anti-coagulant solution (Sigma-Aldrich, St. Louis, MO, USA). Mononuclear cells were isolated by Histopaque-1077 density gradient centrifugation. Two different approaches were applied to isolate monocytes. The first approach employed a Human CD14 Positive Selection Kit (StemCell Technologies, Vancouver, BC, Canada), which isolates monocytes by directly binding to anti-CD14 antibody-coupled magnetic beads. The cells attached to the beads are immediately frozen in Trizol at -70°C for future RNA isolation. Monocytes obtained from this approach were more than 95% pure. To isolate monocytes for *in vitro* differentiation into macrophages, negative selection was employed (Human Monocyte Enrichment Kit Without CD16 Deletion) and resulted in improved survival during differentiation. The mononuclear cells were incubated with an antibody cocktail including antibodies to CD2, CD3, CD20, CD56, CD66b, CD123, and glycophorin attached to magnetic beads, which were employed because they resulted in higher purity. Cells positive for these markers were depleted, leaving CD14^+^ monocytes from peripheral blood. The isolated CD14^+^ cells were allowed to attach to plastic for 1 hour and then were *in vitro*-differentiated in RPMI-1640 culture medium supplemented with 20% fetal bovine serum, 10 ng/mL macrophage colony-stimulating factor, 1 μg/mL polymyxin-B, 100 U penicillin, and 100 mg/mL streptomycin for 7 days at 37°C in 5% CO_2_.

RNA was extracted from monocytes and macrophages by Trizol reagent (Invitrogen, Carlsbad, CA, USA). The quality of RNA was determined by 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), evaluated by the RNA integrity number of at least 8.0 and the ratio of 28 s and 18 s ribosomal RNA. RNA that passed quality control was then used to create cDNA and biotinylated cRNA by using an Illumina TotalPrep RNA Amplification Kit (Illumina, San Diego, CA, USA). RNA was hybridized to a Sentrix^®^ Human-6 Expression BeadChip (Illumina) to measure expression of more than 47,000 transcripts in each sample.

Microarray data were normalized and corrected for batch effect; we then performed significance analysis of microarrays (SAM), multidimensional scaling (MDS) analysis, cluster analysis, and gene ontology (GO) analysis. These analyses were performed first in monocytes and macrophages separately and then during monocyte-to-macrophage differentiation (the difference in expression between an individual’s monocytes and macrophages). For each of these groups, the comparisons included were (a) SLE versus controls, (b) all individuals with versus without an atherosclerosis phenotype, and (c) SLE patients with versus without an atherosclerosis phenotype.

The microarray data were normalized by a quantile normalization procedure by using the bioconductor package affy, and batch effect was corrected by using the ComBat algorithm [28]. Cluster analysis was performed to identify gene expression patterns by using CLUSTER and TREEVIEW software. GO analysis was performed by using the online application PANTHER (Protein Analysis Through Evolutionary Relationships) [29]. The significance of enrichment of differentially expressed genes for each GO term was determined by the Bonferroni-corrected chi-squared *P* value as the default setting in PANTHER, whereas the significance of differential expression was determined by nominal *P* value of less than 0.05 from the *t* test and a fold change of greater than 2. MDS analysis was performed to reveal the sample relation by using global gene expression profiles. For monocyte-to-macrophage differentiation analysis, we calculated fold change for each probe as the ratio of macrophage expression over monocyte expression from each pair of monocyte-macrophage samples (from the same subject). With these fold-change data, we excluded transcripts that have average fold changes of less than 2 in both SLE patient and control groups. This filtering process resulted in 3,044 (out of 47,231) transcripts for data analysis. To determine the fold-change difference between SLE patients and controls for each of these 3,044 transcripts, we calculated the *P* value by using the two-sample *t* test. The microarray data are uploaded to Gene Expression Omnibus with accession number GSE37356.

## Results

### Demographic, clinical, laboratory, and imaging results

Overall, there were few differences between baseline patient and control characteristics. Ten (50%) of 20 patients with SLE and 10 (62.5%) of 16 controls had three of four imaging abnormalities and were considered to have an atherosclerosis phenotype. Patients with SLE were younger than controls: means of 46.9 versus 52.8 years, *P* = 0.09 (not significant). No patients or controls had prior cardiovascular or cerebrovascular events attributable to atherosclerosis (two patients with SLE had prior stroke related to antiphospholipid antibody syndrome). Further clinical, demographic, and imaging data are detailed in Table 1. Patients with SLE had long-standing disease with a mean 16.3-year duration and historically fulfilled a median of five ACR classification criteria, 45% had anti-dsDNA antibodies, and on average patients had some damage (SLICC/ACR-DI mean of 2.15 ± 1.81). The majority of patients (65%) were taking hydroxychloroquine, 30% were on corticosteroids, and 40% were on immunosuppressive agents (Table 1). With these medications, disease at the time of the study visit was largely inactive or mild, and SLEDAI scores averaged 4.2.

**Table 1:** Demographic, clinical, laboratory, medication, and imaging data from 20 systemic lupus erythematosus patients and 16 controls

	**SLE mean ± SD**	**Control mean ± SD**	***p *** **value**
Age, years	46.9 ± 8.9	52.8 ± 11.0	0.09
Race, % who were Caucasian	75	80	0.98
Body mass index, kg/m^2^	27.7 ± 7.7	28.3 ± 4.9	0.79
Waist-hip ratio	0.85 ± 0.07	0.86 ± 0.08	0.69
Systolic blood pressure, mm Hg	117.4 ± 13.2	116.8 ± 14.4	0.88
Diastolic blood pressure, mm Hg	72.3 ± 9.0	71.8 ± 11.5	0.79
Current smoking, %	20	26.7	0.65
Diabetes, %	5	6	0.93
Family history of cardiovascular disease, %	10	7	0.74
Menopausal, %	45	53	0.64
Cardiovascular events	0	0	n/a
Total cholesterol, mg/dL	188.9 ± 51.9	218.9 ± 41.4	0.12
LDL_c_, mg/dL	101.5 ± 41.5	139.0 ± 8.7	0.04
Triglycerides, mg/dL	125.6 ± 99.9	101.0 ± 48.9	0.44
Glucose, mg/dL	98.4 ± 10.7	103.7 ± 13.9	0.27
Glomerular filtration rate, mL/min	80.7 ± 17.8	77.9 ± 18.8	0.65
C-reactive protein, mg/L	3.5 ± 3.6	3.8 ± 6.3	0.91
C3, mg/dL	101.5 ± 21.5		
C4, mg/dL	20.3 ± 8.4		
dsDNA (crithidia) level	66.3		
Presence of carotid plaque	45	53	0.65
Higher CAC score (>10), %	35	33	0.92
Higher AC score (>100), %	50	47	0.85
Intima-media thickness (mean ± SD)	0.65 ± 0.14	0.71 ± 0.21	0.27
Atherosclerosis phenotype, %	50	62.5	0.47
SLEDAI-2 K	4.2 ± 4.3		
SLICC/ACR-DI	2.2 ± 1.8		
Disease duration, years	16.3 ± 8.2		
Total ACR SLE classification criteria (median)	5		
Corticosteroids	30	0	0.01
Hydroxychloroquine	65	0	0.00001
Immunosuppressants	40	0	0.002
Statins	35	0	0.03
Antihypertensives	45	25	0.09

Atherosclerosis phenotype was defined as the presence of at least three of the following four abnormalities on carotid ultrasound or electron beam computed tomography: presence of carotid plaque, intima-media thickness greater than mean of the study group, high coronary calcium score of more than 10, or high aorta calcium score of more than 100. Cardiovascular events were defined as myocardial infarction, coronary artery bypass surgery, coronary intervention, or cerebrovascular events (transient ischemic attack or stroke) related to atherosclerotic disease. Validated measures of lupus disease activity and disease damage (SLEDAI-2 K and SLICC/ACR-DI) were completed by trained physicians. The disease duration was calculated by using the date the subject fulfilled the 4th American College of Rheumatology (ACR) classification criteria for lupus as onset date and study visit date as the end date. Renal disease was defined as being present if the subject had fulfilled ACR classification criteria for lupus renal involvement (greater than 0.5 g/day, 3+ proteinuria, and/or the presence of cellular casts) or had a renal biopsy with evidence of World Health Organization Class IIb, III, IV, or V lupus nephritis. The column on the right denotes percentages of patients meeting the various ACR clinical classification for systemic lupus erythematosus (SLE). Double-stranded DNA (dsDNA) antibody level average includes only patients in whom these antibodies were present. Current smoking was defined as individuals reporting use of one or more cigarettes daily, and no individuals reported prior smoking history. p values were calculated by using a Student’s *7t*-test. AC, aortic calcium; CAC, coronary artery calcium; LDLc, low-density lipoprotein cholesterol; SD, standard deviation; SLEDAI-2 K, Systemic Lupus Erythematosus Disease Activity Index-2000; SLICC/ACR-DI, Systemic Lupus International Collaborating Clinics/American College of Rheumatology Damage Index.

### Gene expression profiles in monocytes and monocyte-derived macrophages

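RNA from monocytes and from monocyte-derived macrophages of 35 people was hybridized to BeadChip arrays of 47231 probes. There were 20 SLE patients, 10 with and 10 without the atherosclerosis phenotype, and 15 controls, 8 with and 7 without it. Arrays of 1 control were run in duplicate in both cell types, which makes 72 arrays, and the duplicates were averaged. Monocytes for RNA were isolated by positive selection for CD14. Macrophages grew from negatively selected monocytes over 7 days with 10 ng/mL M-CSF and 20% serum. The authors deposited the signal intensity and a detection p-value of every probe. From these, background was corrected and log2 values were quantile normalized with limma's neqc, with an offset of 16. Probes with a detection p under 0.05 on at least 7 arrays of a cell type were tested, 21653 in monocytes and 22213 in macrophages. Groups were compared by limma, two-sided, with Benjamini-Hochberg adjustment. Single scores were compared by two-sided permutation tests with 100000 permutations. Gene lists fixed before the data were examined were tested with 1 probe per gene by camera, at a preset correlation of 0.01 and at an estimated correlation. The files name no chip or batch. From the difference between the deposited values and the normalized signal, the arrays were parted into 6 batches of 12, a number seen from the data, and whether these are the authors' batches is not known. Each held SLE patients and controls with and without atherosclerosis. Median signal was 98.4 to 142 on monocyte arrays and 94.1 to 157 on macrophage arrays. The number of arrays limits the precision.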

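In monocytes, LINC00570, a long non-coding RNA, had a log2 difference of -0.59 between SLE patients and controls, and the kinesin gene KIF22 one of -0.46 (adjusted p = 0.696 by limma for both, not passing). YME1L1, a mitochondrial protease, was 0.25 higher and SPTLC2, an enzyme of sphingolipid synthesis, was 0.50 higher, and neither passed. In macrophages of SLE patients, the lysosomal hexosaminidase gene HEXA was 0.60 higher and SAMD4A was 0.79 higher, and neither passed (adjusted p = 0.795 by limma for the kinase gene NAGK, which was 0.44 higher). Between all individuals with and without atherosclerosis, the retinoic acid enzyme ALDH1A2 was 1.15 (SE 0.27) higher in macrophages and CRIP2 was 0.68 higher in monocytes, and neither passed. At an adjusted p under 0.05, limma called 0 probes in all 6 comparisons within a cell type. At an unadjusted p under 0.05 in monocytes, it called 1345 probes between SLE patients and controls, 949 between all individuals with and without atherosclerosis and 859 between SLE patients with and without it. The counts in macrophages were 955, 659 and 1054. With 2 residual components as covariates, limma called 24 probes in macrophages between SLE patients and controls, 1 in macrophages between all individuals with and without atherosclerosis and 0 in the other comparisons. These components were taken from residuals after fitting the groups, so they removed error variance and left the differences unchanged. With them the unadjusted count in macrophages between SLE patients and controls rose from 955 to 1873. More calls in this setting are therefore partly built in. The t-test of the methods after Benjamini-Hochberg adjustment called 0 probes in all 6 comparisons. SAM with 100 permutations called 1 probe in macrophages between SLE patients and controls, 2 in macrophages between all individuals with and without atherosclerosis and 0 in the other comparisons.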

The rank-based permutation method SAM did not identify any discernible pattern of differential expression between patients and controls or individuals with and without atherosclerosis in either monocytes or monocyte-derived macrophages (*p* >0.05 for all comparisons). However, striking expression differences were evident between a subgroup of SLE patients and controls from the primary monocyte data (Figure 1A). The most prominent signature seen represents interferon-inducible genes in concordance with previous microarray data from patients with SLE [12,14]. 

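MX2, an interferon-induced GTPase that blocks viruses, had a log2 value of 11.02 ± 0.77 (SD, n = 20) in monocytes of SLE patients and 10.35 ± 0.29 (SD, n = 15) in those of controls. TRIM22, an antiviral ubiquitin ligase, had 10.80 ± 0.61 (SD, n = 20) and 10.21 ± 0.42 (SD, n = 15). The RNA sensor gene RIGI was 0.73 (SE 0.24) higher, and APOL6 and SP100, which lie outside the paper's interferon table, were 0.61 (SE 0.20) and 0.32 (SE 0.10) higher. None of these passed over all genes tested (adjusted p = 0.710 by limma for each). Of 48 type I interferon-inducible genes, 48 were higher in SLE patients, with a median log2 difference of 0.67. None passed over all genes and 37 passed when adjusted over the list alone. That count was 15 with the recovered batch as a covariate, where the mean over the list was 0.68 higher, and 20 without the 1 pair of arrays that matched another person better, an alternative chosen after seeing the data. The paper chose 38 of the list's genes for its own table on these samples, so this list is not independent evidence. Of 35 interferon-inducible genes outside that table, 32 were higher and 13 passed when adjusted over the list alone, which became 5 with the batch and 0 without that pair. Their mean was 0.31 higher in SLE patients (permutation test, p = 0.00913, adjusted over the lists 0.132, within recovered batches 0.00949). Camera's adjusted p was 1.4e-31 for the first list and 5.6e-16 for the second at the preset correlation, and 0.221 for both at the estimated correlation. The mean over the first list was 9.82 ± 0.97 (SD, n = 20) in SLE patients and 9.12 ± 0.45 (SD, n = 15) in controls, a difference of 0.70 (permutation test, p = 0.0149, adjusted over the lists 0.144, within recovered batches 0.0162). It lay above the highest control in 9 of 20 patients. From its clusters of the 1000 most variable genes, the paper states that the most prominent signature is that of interferon-inducible genes.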

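The paper's table of interferon-inducible genes holds antiviral effectors such as MX2 and sensors of viral RNA, and 49 of its genes were measured in monocytes. All 49 were higher in SLE patients, with a median log2 difference that is a fold of 1.60. This direction is not independent, since the paper chose the table on these samples. An individual counted as a carrier when over 50% of these genes lay at least 1.5-fold above the median of the controls, a reference level that the paper's text does not name. By this rule 10 of 20 SLE patients and 3 of 15 controls were carriers (odds ratio 4.00, 95% CI 0.858 to 18.6, Fisher's exact test, two-sided, p = 0.0891). Among the patients who carried it, the median share of genes at 1.5-fold was 98.0% and the lowest was 53.1%. Among the other patients the median share was 3.06%.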

The interferon-inducible gene signature was prominent in nine out of 20 cases and two out of 16 controls (odds ratio 5.7, 95% confidence interval (CI) 1.02, 32.0) (Figure 1A). One case and one control individual with a marginal interferon signature visually were considered not to have the signature, because they had less than 1.5 fold-change upregulation of greater than half of the 53 interferon-inducible genes. 

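By the same rule, 1 of all 35 individuals had between 25% and 50% of the interferon genes at 1.5-fold, and the highest share in a control was 71.4%. With a minimum of 2-fold, 9 SLE patients and 0 controls carried the signature (Fisher's exact test, p = 0.00427).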

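Of the SLE patients who carried the interferon genes in monocytes, 4 had atherosclerosis and 6 did not (Fisher's exact test, p = 0.656). Of the controls who carried them, 1 had atherosclerosis and 2 did not (Fisher's exact test, p = 0.569).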

Of the nine SLE patients with the interferon signature, three had atherosclerosis; neither of the two controls with the interferon signature had atherosclerosis. This signature was also present in macrophages, although it was less prominent (Additional file 1). 

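In macrophages, the secreted glycoprotein gene LGALS3BP was 0.87 (SE 0.23) higher in SLE patients and OAS1, which senses double-stranded RNA, was 0.56 (SE 0.16) higher. IFIT5 was 0.38 (SE 0.12) higher, and none of the 3 passed over all genes tested. Of 47 type I interferon-inducible genes, 42 were higher, with a median log2 difference of 0.31, and 6 passed when adjusted over the list alone. That count became 0 with the recovered batch as a covariate, where the mean over the list was still 0.33 higher. Camera's adjusted p was 4.4e-17 at the preset correlation and 0.134 at the estimated correlation. The mean over the list was 0.33 higher in SLE patients (permutation test, p = 0.00267, adjusted over the lists 0.0748, within recovered batches 0.00436), and it lay above the highest control in 8 of 20 patients. A control without atherosclerosis stood low, at 7.15 with the next at 7.87, which widens the difference. Over 35 interferon-inducible genes outside the paper's table, the mean was 0.083 higher, which did not pass (permutation test, p = 0.0923, adjusted over the lists 0.534). Of 45 genes of the paper's table measured in both cell types, 42 had the larger difference in monocytes, and the median fold in macrophages was 1.26. Since the paper chose the table on the monocytes of these samples, a larger difference there is partly built in. The change of the type I interferon-inducible list from monocytes to macrophages differed by -0.36 between SLE patients and controls, which did not pass (permutation test, p = 0.106). By the carrier rule, 2 SLE patients and 0 controls carried the signature in macrophages (Fisher's exact test, p = 0.496), and both patients carried it in monocytes.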

Another small subset of patients with SLE (four out of 20 patients) did not have the interferon-inducible signature but instead had upregulation of gene expression levels in a group of genes which encode largely for chemokines (CXCL2, CCL3, CCL14, and CCL20) and other soluble pro-inflammatory molecules: tumor necrosis factor, interleukin-1 (IL-1), and IL-6. 

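The paper names IL-1 without its form, so IL1A and IL1B were both taken here, beside CXCL2, CCL3, CCL14, CCL20, TNF and IL6, which encode chemokines and cytokines of the innate response. Their mean log2 value in monocytes differed by -0.17 between SLE patients and controls (permutation test, p = 0.731, adjusted over the lists 0.872, within recovered batches 0.734). The paper's text gives no rule for this signature, so the rule of the interferon genes was used. It gave 6 carriers among 20 SLE patients and 6 among 15 controls (odds ratio 0.643, 95% CI 0.157 to 2.63, Fisher's exact test, p = 0.721). With the authors' processed values it gave 4 and 3, as it did with a 2-fold minimum (Fisher's exact test, p = 1.00 for both).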

One of four individuals with this chemokine signature had atherosclerosis. 

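Of the SLE patients who carried the chemokine genes by this rule, 1 had atherosclerosis and 5 did not (Fisher's exact test, p = 0.141).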

One individual had both the interferon and chemokine signatures. 

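By these rules, 2 SLE patients carried both the interferon and the chemokine genes in monocytes.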

The remaining patients did not have any gene signature that differentiated them from controls. The full list of genes identified in the interferon and chemokine gene signatures is detailed in Additional files 2 and 3.

**Figure 1:**
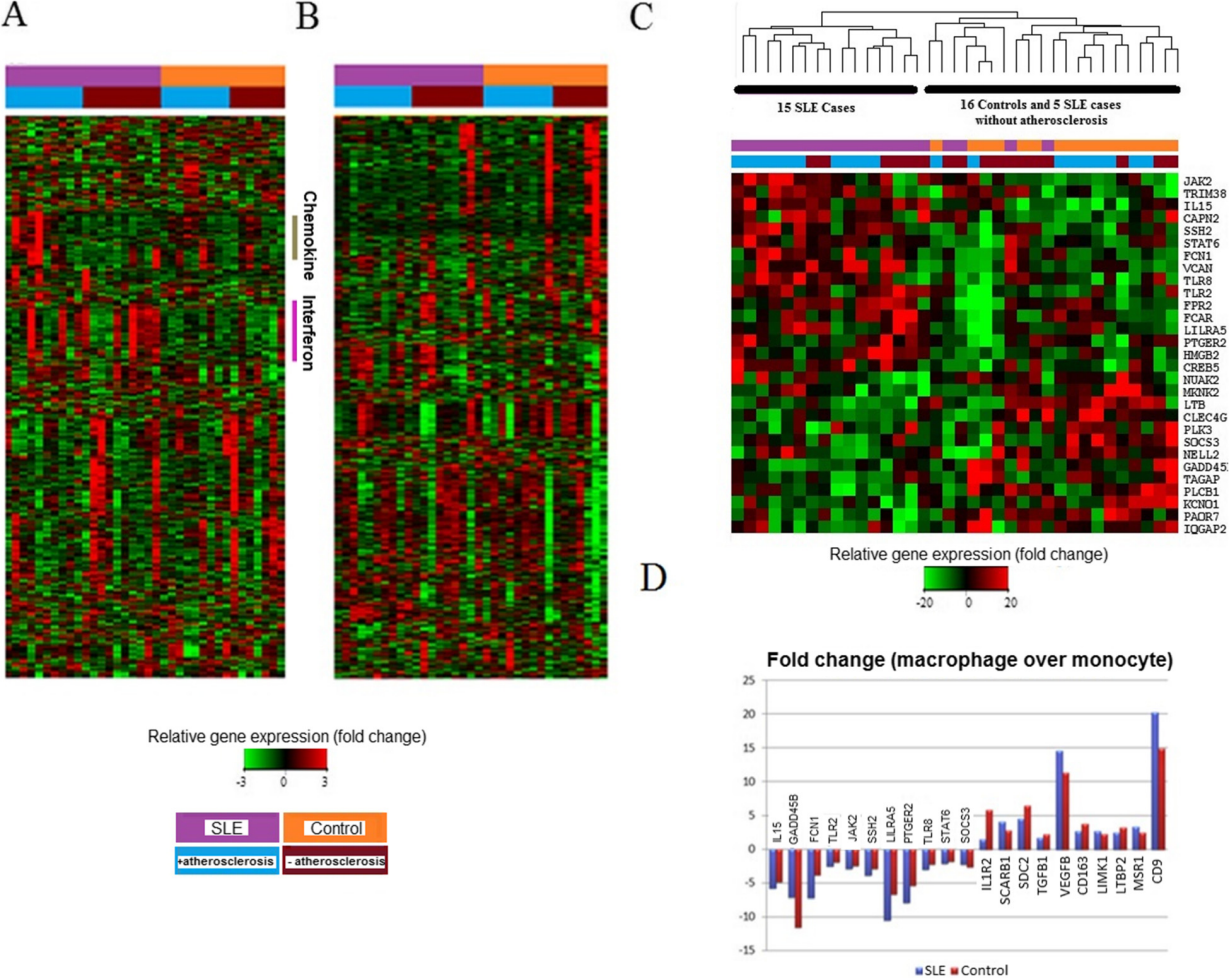
**Gene expression profiles in monocytes, macrophages, and monocyte-macrophage differentiation. (A,B)** Gene expression profiles using cluster analysis of 1,000 genes with highest coefficients of variation arranged by disease status and atherosclerosis phenotype. Panel **(A)** shows expression patterns in monocytes, and panel **(B)** shows expression in macrophages. Above each heatmap is a legend: in the upper section, the purple line denotes patients with systemic lupus erythematosus (SLE) and the orange line denotes healthy controls; in the lower section, the blue line denotes individuals with an atherosclerosis phenotype (as defined in the methods section) and the maroon line denotes individuals without the atherosclerosis phenotype. In the monocyte heatmap, note the presence of the interferon signature (denoted by pink bar to right) in nine out of 20 SLE patients and the chemokine signature (brown bar) in three patients, both of which are very enriched compared with controls. **(C)** Representative heatmap demonstrating downregulated signal transduction genes during monocyte-to-macrophage differentiation after pairwise comparison of monocyte and macrophage expression in all 36 samples. Red (green) pixels indicate more (less) upregulation of expression in macrophages compared with monocytes. **(D)** Histogram showing fold change (both upregulated and downregulated genes) among genes involved in signal transduction pathway during monocyte-to-macrophage differentiation.

### Monocyte-to-macrophage differentiation

When we compared each individual’s macrophage and monocyte gene expression levels, we identified 3,044 genes with a macrophage over monocyte fold change with a magnitude of greater than 2 in either the SLE group or control group. 

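SPP1, which encodes osteopontin, had a log2 value of 14.80 ± 0.18 (SD, n = 35) in macrophages and 5.10 ± 0.59 (SD, n = 35) in monocytes, and it was higher in the macrophages of 35 of 35 individuals. The lipoprotein genes APOE and APOC1 rose by 9.35 (SE 0.11) and 8.71 (SE 0.14), and MMP7, a protease that cleaves matrix, rose by 8.60 (SE 0.18). CHI3L1, GPNMB, CCL22, A2M, GAL and TM4SF19 rose by 7.57 to 9.10. FOSB, an immediate-early transcription factor, fell by 8.46 (SE 0.10), and the calgranulin gene S100A12 fell by 7.43 (SE 0.21). PADI4, which citrullinates histones, fell by 7.12 (SE 0.08), and the fractalkine receptor gene CX3CR1 fell by 6.90 (SE 0.11). All of these passed at an adjusted p under 0.05 by limma with the individual as a block. The comparison also takes in the selection and the culture, since monocyte RNA came from positive selection and macrophages from negative selection. At an adjusted p under 0.05 and a fold over 2, limma called 5323 probes, 2807 higher and 2516 lower in macrophages, of 24132 tested. The filter on a mean fold change over 2 in SLE patients or controls, which has no test and no detection filter, kept 5889 probes.

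Of 38 macrophage genes, 37 were higher in macrophages and 1 did not pass, and of 21 classical monocyte genes, 20 were lower and 1 did not pass. Of 18 LXR target and lipid efflux genes, 15 were higher and 3 lower, and of 18 cholesterol synthesis genes, 16 were higher and 2 lower. MSMO1 rose by 4.11 and ACAT2 by 3.23. Of 28 proliferation genes, 27 were higher, with CDC20, which drives the exit from mitosis, up by 4.77. Of 26 immediate-early and stress genes, 23 were lower and 2 higher, with a median of -3.47. Of 8 chemokines and cytokines named by the paper, 8 were lower, and IL1B fell by 5.41 (SE 0.35) on the log2 scale. Camera called 23 of 29 lists at the preset correlation. At the estimated correlation 5 held, which were immediate-early, macrophage, classical monocyte, scavenger receptor and the 344-gene list.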

A two-sample *t* test was performed to determine the fold-change difference between SLE patients and controls. In this analysis, 270 transcripts (8.9%) had more fold change during monocyte-to-macrophage differentiation in SLE patients compared with controls than would be expected by chance (*p* <0.05). 

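VAT1, a membrane protein of synaptic vesicles, had a log2 macrophage over monocyte ratio of 3.94 ± 0.35 (SD, n = 20) in SLE patients and 3.29 ± 0.49 (SD, n = 15) in controls (adjusted p = 0.140 by limma). HSD17B14, a steroid dehydrogenase, had 4.40 ± 0.47 (SD, n = 20) and 3.65 ± 0.80 (SD, n = 15), and BNIP3, which acts in mitophagy, had 2.16 ± 0.71 (SD, n = 20) and 2.90 ± 0.54 (SD, n = 15). RMND5A differed by 0.61, TTC33 by -0.65 and the proton pump subunit gene ATP6V0E2 by 0.40. None of these genes passed over all genes tested. Over the 5889 transcripts past the fold filter, limma called 438 at an unadjusted p under 0.05, with 240 ratios higher and 198 lower in SLE patients. At an adjusted p under 0.05 it called 1 transcript, which carries no gene name here.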

Employing GO analysis by using the PANTHER database, we found significant (*p* <0.001) enrichment of genes involved in signal transduction, immune system processes, carbohydrate and lipid metabolic processes, and apoptosis differentially regulated between the patients and controls (Table 2 and Additional files 4 and 5).

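PANTHER was not used here, and the lists below were fixed beforehand. The interferon-inducible genes SAMD9, OASL and HERC5 had ratios that differed by -0.71, -0.72 and -0.76 between SLE patients and controls. Among glucocorticoid-induced genes, DDIT4, an inhibitor of mTOR, differed by -0.96. By the paper, some SLE patients and no controls took corticosteroids, so disease and treatment cannot be told apart for these genes. VCAN, a matrix proteoglycan of classical monocytes, had a ratio of -6.35 ± 1.72 (SD, n = 20) in SLE patients and -4.63 ± 1.89 (SD, n = 15) in controls. Of 35 JAK-STAT pathway genes, 8 had a higher ratio in SLE patients, with a median of -0.11. Of 20 Toll-like receptor pathway genes, 9 were higher, and of 34 apoptosis genes, 17 were higher, with a median of 0.00 and a mean of -0.02. Camera's direction for apoptosis followed the mean. No gene of these lists passed over all genes tested. Camera called 10 of 29 lists at the preset correlation and 0 at the estimated correlation. The adjusted p at the preset correlation was 8.7e-10 for type I interferon-inducible genes, 3.6e-05 for glucocorticoid-induced genes, 0.0179 for the JAK-STAT pathway and 0.700 for apoptosis. At the estimated correlation it was 0.616, 0.383, 0.616 and 0.846.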

**Table 2:** Biologic processes in which genes associated with differential expression during monocyte-to-macrophage differentiation

**Biological process**	**Genes in PANTHER database**	**Observed**	**Expected**	***χ***^**2 **^ ***p *** **value**
Immune system process	2,628	127	52.93	9.98 × 10^-22^
Signal transduction	4,191	147	84.41	5.75 × 10^-13^
Apoptosis	966	45	19.45	2.18 × 10^-7^
B cell-mediated immunity	314	21	6.32	2.49 × 10^-6^
Lipid metabolic process	1,119	46	22.54	4.59 × 10^-6^
Intracellular signaling	1,568	58	31.58	6.08 × 10^-6^
Macrophage activation	305	19	6.14	1.97 × 10^-5^
Response to interferon-gamma	105	10	2.11	6.83 × 10^-5^
Induction of apoptosis	358	19	7.21	1.58 × 10^-4^
Carbohydrate metabolism	952	35	19.17	5.33 × 10^-4^
Complement activation	162	11	3.26	5.43 × 10^-4^

PANTHER, Protein Analysis Through Evolutionary Relationships.

Of the biologically relevant pathways observed, the signal transduction pathway contained 147 differentially regulated genes, the most of any pathway (Table 2). 

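The prostaglandin receptor gene PTGER2 fell from monocytes to macrophages, with a log2 ratio of -3.81 ± 0.53 (SD, n = 20) in SLE patients and -3.17 ± 0.95 (SD, n = 15) in controls (permutation test, p = 0.0151). The slingshot phosphatase gene SSH2 had -2.32 ± 0.39 (SD, n = 20) and -1.90 ± 0.61 (SD, n = 15), and the ficolin gene FCN1 had -3.32 ± 1.05 (SD, n = 20) and -2.29 ± 0.93 (SD, n = 15). Their permutation tests gave p = 0.0129 and p = 0.00529. GADD45B, a stress sensor, fell less in SLE patients, with -3.59 ± 0.78 (SD, n = 20) against -4.47 ± 0.71 (SD, n = 15) (permutation test, p = 0.00171). Among genes higher in macrophages, the syndecan gene SDC2 had 3.28 ± 0.78 (SD, n = 20) and 3.91 ± 0.73 (SD, n = 15) (permutation test, p = 0.0198), and LTBP2 had 2.19 ± 1.04 (SD, n = 20) and 2.90 ± 0.73 (SD, n = 15) (permutation test, p = 0.0310). For these 6 genes the p adjusted over the paper's named genes was 0.0377, 0.0377, 0.0222, 0.0126, 0.0377 and 0.0465. The tetraspanin gene CD9 (permutation test, p = 0.226) and the receptor gene LILRA5 (permutation test, p = 0.974) did not pass. CD9 passed before adjustment without background correction (permutation test, p = 0.0332) and with the authors' processed values (permutation test, p = 0.0458). The paper chose these genes on these samples, so their tests are not independent evidence. LIMK1 was not detected.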

We looked at the expression pattern of differentially expressed genes in this pathway and found that there were clear differences between the SLE patients and the controls for genes that were either upregulated or downregulated during macrophage differentiation (Figure 1C, D). When cluster analysis was performed with both upregulated and downregulated genes in this pathway, SLE patients and controls were distinguishable. In the case of downregulated genes, the clusters were able to differentiate 15 of the 20 patients from all of the 16 controls and five SLE patients of whom none had an atherosclerosis phenotype (Figure 1C). This pattern was not seen when genes from other relevant pathways were analyzed.

### Correlations with atherosclerosis

Unsupervised expression profiling in monocytes and macrophages by using the 1,000 most differentially expressed genes—those with the highest coefficient of variation (C_v_)—was unable to clearly distinguish individuals with and without atherosclerosis. However, in monocytes from patients with SLE, we demonstrated that patients with subclinical atherosclerosis demonstrated substantial enrichment of genes identified as associated with atherosclerosis based on a previously described 344-gene signature used to differentiate individuals with and without a substantial burden of atherosclerosis [18]. 

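The 1000 probes of highest coefficient of variation in monocytes held 36 interferon-inducible, 18 chemokine and cytokine and 11 platelet genes. In macrophages they held 8, 23 and 4. In 2 clusters, monocytes of 10 individuals with atherosclerosis fell in a cluster of 18 and those of the other 8 in a cluster of 17 (Fisher's exact test, p = 0.740). For SLE against control the p was 0.500. Macrophages formed clusters of 19 and 16, with 11 and 7 individuals with atherosclerosis (Fisher's exact test, p = 0.505). For SLE the p was 0.734. With Ward's linkage on Euclidean distance, a change of both linkage and distance, the clusters of monocytes differed in atherosclerosis (Fisher's exact test, p = 0.0191). That p is not adjusted, and no other setting gave one under 0.05 for atherosclerosis in monocytes.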

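Among the genes of the 344-gene list in SLE monocytes, CUEDC1 had a log2 difference of -0.37 (SE 0.10) between patients with and without atherosclerosis, and RGL4, a guanine exchange factor, one of -0.53 (SE 0.16). The sphingomyelinase-like gene SMPDL3A had one of -0.50 (SE 0.15). These 3 were chosen after their values were seen, and none passed (adjusted p = 1.00 by limma for each). The list's 282 genes measured here had a mean log2 difference of 0.013 (p = 0.876 by camera at the preset correlation and 0.931 at the estimated correlation), and 151 of them were higher with atherosclerosis. The list gives no direction for its genes, so a mean near 0 does not speak against enrichment. Without direction, fry gave p = 0.293, which tests the list against no change and not against other genes, so enrichment without direction was not tested here. Without background correction the mean was -0.0024. The paper states that patients with subclinical atherosclerosis had enrichment of the genes of this list.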

A complete gene list for this signature is detailed in Additional file 6. 

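Over all 35 individuals, the 344 genes had a mean log2 difference of 0.0094 in monocytes between those with and without atherosclerosis (p = 0.954 by camera, and p = 0.303 by fry without direction, against no change). In 4 clusters of all monocyte arrays on these genes, Fisher's exact test gave p = 0.203 for atherosclerosis and p = 0.704 for SLE.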

When used to look at all individuals, this signature did not effectively delineate disease status or atherosclerosis status (Additional file 7). 

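ALDH1A2, which makes retinoic acid, had a log2 macrophage over monocyte ratio of 3.89 ± 1.09 (SD, n = 18) in individuals with atherosclerosis and 2.83 ± 0.65 (SD, n = 17) in those without. SMAD3, which carries TGF-beta signals, had -3.37 ± 0.50 (SD, n = 18) and -3.90 ± 0.50 (SD, n = 17). The WNT inhibitor gene APCDD1 differed by -0.69, the platelet glycoprotein gene GP9 by -1.65 and the platelet tubulin gene TUBB1 by -1.68. None of these passed (adjusted p = 0.987 by limma for each). Of 16 platelet genes, 2 had a higher ratio in individuals with atherosclerosis and 2 passed when adjusted over the list alone, both lower. In monocytes, the mean of 13 platelet genes was 0.84 higher with atherosclerosis (permutation test, p = 0.0103, not adjusted). The lower ratios of platelet genes therefore need not reflect a change in differentiation. Over the fold filter, limma called 219 transcripts at an unadjusted p under 0.05, with 111 ratios higher and 108 lower. It called 0 at an adjusted p under 0.05.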

We found that only 140 (4.6%) of 3,044 genes demonstrated a *P* value of less than 0.05 when comparing the 19 participants with atherosclerosis with the 17 participants without atherosclerosis (Additional file 3A). 

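In SLE patients, RND3, a GTPase that relaxes the actin cytoskeleton, had a log2 ratio of 2.64 ± 0.74 (SD, n = 10) with atherosclerosis and 1.19 ± 0.66 (SD, n = 10) without (adjusted p = 0.413 by limma). MMP7 had 8.35 ± 0.49 (SD, n = 10) and 9.05 ± 0.43 (SD, n = 10), and the chemokine gene CCL2 differed by 1.86. TUBB1 differed by -2.44 and GP9 by -2.24. These genes did not pass (adjusted p = 0.963 by limma for each but RND3). In monocytes of these patients, the mean of 13 platelet genes was 1.29 higher with atherosclerosis (permutation test, p = 0.00589, adjusted over the lists 0.139). The lower ratios of TUBB1 and GP9 therefore need not reflect a change in differentiation. Of 28 proliferation genes, 26 had a higher ratio with atherosclerosis, and of 26 immediate-early and stress genes, 21 had one. Camera called 12 of 29 lists at the preset correlation and 0 at the estimated correlation. Over the fold filter, limma called 263 transcripts at an unadjusted p under 0.05, with 135 of the ratios lower with atherosclerosis and the others higher. It called 0 at an adjusted p under 0.05.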

Among the 20 patients with SLE, we found 163 significant genes (5.3%) with a *P* value of less than 0.05 between those with or without atherosclerosis (Additional file 3B). Among the 16 controls, we found only 74 (2.4%) genes with a *P* value of less than 0.05 between those with or without atherosclerosis (Additional file 3C). 

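In controls, the kinase gene CAMKK2 had a ratio that differed by -0.75 between those with and without atherosclerosis, the sodium and calcium exchanger gene SLC24A4 by 0.80 and the acyltransferase gene GPAT2 by 1.24. None of these passed (adjusted p = 1.00 by limma for each). At an unadjusted p under 0.05, limma called 68 transcripts with a higher ratio and 44 with a lower one, and it called 0 at an adjusted p under 0.05. Camera called 0 of 29 lists.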

Of the genes identified in each of these analyses, 11 (7.8%) out of 140, 22 (13.5%) out of 163 genes, and three (1.3%) out of 74 overlapped the previously identified 344-gene atherosclerosis signature (Additional file 3D). 

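Of the transcripts called here, 7 of 219 between all individuals with and without atherosclerosis lay in genes of the 344-gene list, a share of 3.20%. The counts were 15 of 263 in SLE patients, a share of 5.70%, and 4 in controls, a share of 3.57%. Of the 5889 transcripts tested, 236 lay in that list, a share of 4.01%. Against it, Fisher's exact test gave p = 0.724, p = 0.148 and p = 1.00.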

Upon hierarchical clustering analysis, these differentially expressed genes did not differentiate any of the groups by atherosclerosis status.

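Monocytes of the 20 SLE patients were clustered by Ward's method on the 282 detected genes of the list. The 4 clusters held 2, 2, 3 and 3 patients with atherosclerosis and 1, 3, 6 and 0 without (Fisher's exact test, p = 0.325). Their adjusted Rand index with the paper's clusters was 0.378. From the authors' processed values the clusters were the paper's own, with an adjusted Rand index of 1.00 (Fisher's exact test, p = 0.177). The same held with the authors' values for all probes of the list without a detection filter, a setting chosen after seeing the data. With all probes of the list and the values used here, the index was 0.44 (Fisher's exact test, p = 0.0813).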

We found that the 344-gene atherosclerosis signature hierarchically clustered patients with SLE into four clusters based on disease activity and atherosclerosis status (Figure 2 and Table 3). Cluster 1 had active SLE (defined as SLEDAI ≥4) with minimal atherosclerosis and cardiovascular risk factors, cluster 2 had both active SLE and atherosclerosis with more traditional cardiovascular risk factors, cluster 3 had inactive SLE but substantial atherosclerosis and traditional risk factors, and cluster 4 had neither active SLE nor atherosclerosis but minimal cardiovascular risk factors. 

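By the deposited labels of atherosclerosis, the paper's clusters 1 to 4 held 0, 3, 5 and 2 patients with atherosclerosis and 3, 1, 2 and 4 without. Cluster membership was read from the labels of a figure in the paper's supplement, since the deposited labels give no cluster.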

Although the clustering first separated individuals by disease activity (clusters 1 and 2 SLEDAI = 7.7 ± 4.7, clusters 3 and 4 SLEDAI = 2.3 ± 2.7), within these clusters, clusters 2 and 3 were highly enriched for atherosclerosis (eight of 11 patients had the atherosclerosis phenotype) whereas clusters 1 and 4 were composed primarily of those without the atherosclerosis phenotype (two of nine patients had the atherosclerosis phenotype). 

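By the labels, the paper's clusters 2 and 3 together differed from clusters 1 and 4 in atherosclerosis with an odds ratio of 9.33 (95% CI 1.19 to 73.0, Fisher's exact test, two-sided, p = 0.0698). This is the smallest p over the 7 ways to part 4 clusters. Beside these counts, the paper gives imaging by cluster and a consensus clustering, neither of which was analysed here. It describes monocyte expression in SLE patients with subclinical atherosclerosis as associated with the list.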

When comparing the individuals with atherosclerosis (clusters 2 and 3) with the individuals without atherosclerosis (clusters 1 and 4), we found an odds ratio of 9.3 (95% CI 1.2, 72.9) for this signature. We also confirmed our findings by using a resampling-based consensus clustering analysis with these genes (Additional file 8).

**Figure 2:**
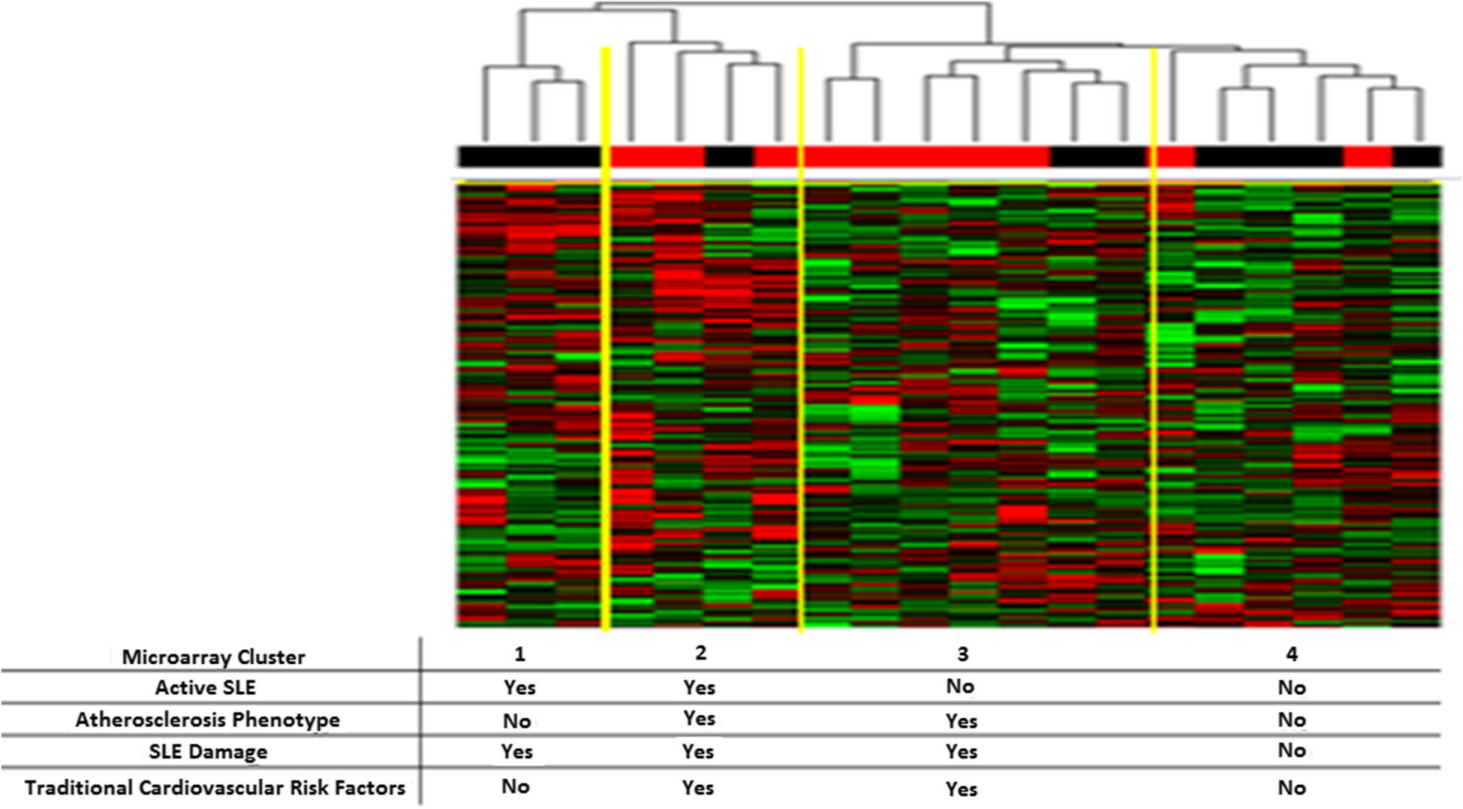
**Tree dendrogram derived from expression patterns of a previously described 344-gene atherosclerosis signature in systemic lupus erythematosus (SLE) patients.** Red boxes above an individual’s expression heatmap represent the presence of the atherosclerosis phenotype, and a black box denotes its absence. Below each cluster, the individuals are stratified as having or not having active SLE (average SLEDAI of more than 4), atherosclerosis phenotype (groups identified with the phenotype had greater than 70% of individuals with the atherosclerosis phenotype), SLE damage (average SLICC/ACR-DI of more than 2), and traditional cardiovascular risk factors, including an average of at least one of the four risk factors of hypertension, dyslipidemia, diabetes, and smoking. SLEDAI, Systemic Lupus Erythematosus Disease Activity Index; SLICC/ACR-DI, Systemic Lupus International Collaborating Clinics/American College of Rheumatology Damage Index.

**Table 3:** Clinical characteristics of patients stratified by microarray clusters using 344-gene atherosclerosis signature

	**Microarray cluster**	**1**	**2**	**3**	**4**
Demographics	Age	45.8 ± 9.3	46.9 ± 5.4	49.0 ± 7.4	45.0 ± 13.0
	Disease duration	13.6 ± 9.6	21.2 ± 3.31	17.3 ± 8.8	13.1 ± 9.2
SLE disease activity/damage	SLEDAI-2 K	8.7 ± 6.4	7.0 ± 3.8	2.0 ± 3.1	2.7 ± 2.4
	SLICC/ACR-DI	2.3 ± 2.3	4.0 ± 0.8	2.3 ± 1.6	0.7 ± 1.2
	Renal disease	67.6%	100%	14.3%	33.3%
Atherosclerosis	Atherosclerosis phenotype	0%	75.0%	71.0%	20.0%
	Carotid intima-media thickness	0.53	0.69	0.72	0.59
	Carotid plaque	0%	75.0%	57.1%	33.3%
	Coronary artery calcium score	0	124 ± 85	349 ± 786	103 ± 252
	Aortic calcium score	0	2,638 ± 3,261	828 ± 995	89 ± 149
Traditional cardiovascular risk factors	0	33.3%	25%	28.6%	66.7%
	1	66.7%	25%	14.3%	16.7%
	2	0%	25%	28.6%	16.7%
	3	0%	25%	28.6%	0%
	Average number of risk factors	0.7	1.5	1.6	0.5
Current medication use	Steroids	33.3%	75.0%	28.6%	0.0%
	Hydroxychloroquine	100%	75.0%	71.4%	33.3%
	Immunosuppressants	33.3%	100%	28.6%	16.7%
	Statins	0%	75.0%	28.6%	33.3%

Demographics, disease activity, and atherosclerosis measures are given in aggregate for each cluster. The four traditional cardiovascular risk factors assessed were hypertension (defined as either systolic blood pressure of more than 140 mm Hg, diastolic blood pressure of more than 90 mm Hg or use of antihypertensives and excluded individuals taking antihypertensives only for renal protective measures in the setting of systemic lupus erythematosus (SLE) nephritis), dyslipidemia (defined as elevated total cholesterol or low-density lipoprotein according to Adult Treatment Panel III guidelines [30] or use of cholesterol lowering medication), diabetes, and smoking. Definition and assessment of imaging parameters are described in the Materials and methods. SLEDAI-2 K, Systemic Lupus Erythematosus Disease Activity Index-2000; SLICC/ACR-DI, Systemic Lupus International Collaborating Clinics/American College of Rheumatology Damage Index.

## Discussion

When we compared global gene expression of patients with SLE and controls, we confirmed the importance of type-1 interferon signature in monocytes. In addition, we found that signal transduction, macrophage activation, response to interferon-gamma, and apoptosis were differentially regulated during the process of monocyte-to-macrophage differentiation.

About half of patients possess the interferon signature and it appears to be associated with more severe disease, including renal disease, which is a leading cause of morbidity and mortality in SLE. 

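The mean of the type I interferon-inducible genes in monocytes differed by -0.26 between SLE patients with and without atherosclerosis (permutation test, p = 0.550, within recovered batches 0.543). Of 48 genes of the list, 4 were higher with atherosclerosis, with a median log2 difference of -0.25. Camera's adjusted p was 0.00168 at the preset correlation and 0.782 at the estimated correlation.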

Although previous work has shown a mechanistic link between interferon-alpha and atherosclerosis in SLE with interferon promoting macrophage lipid uptake and foam cell formation [6], interestingly, we did not see an association between this signature and atherosclerosis and instead saw that atherosclerosis was more common in individuals who did not have an interferon signature with seven out of 11 without the interferon signature having atherosclerosis versus two out of nine among individuals with the interferon signature. Although the number of patients who expressed a cytokine/chemokine expression signature is small (four out of 20), the genes seen differentially expressed in this subgroup suggest that alteration in innate rather than adaptive immunity may play an important role in the pathogenesis of SLE in a subset of patients. In addition to having high disease activity, these individuals tended to have slightly shorter disease duration, and none had an atherosclerosis phenotype (Table 3). Although larger studies will be needed to confirm these types of gene expression signature associations with clinical data, if robust, they could potentially be used help stratify patients’ risk for various disease manifestations or risk of atherosclerosis.

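The scavenger receptor gene SCARB1, which takes up lipid from HDL, had a ratio that differed by 0.79 (SE 0.20) between SLE patients and controls (adjusted p = 0.327 by limma), and the sterol hydroxylase gene CYP27A1 one that differed by 0.43. The glycolysis genes PFKP, PFKFB4 and LDHA differed by -0.45, -0.33 and -0.22. None of these passed over all genes tested. Of 18 LXR target and lipid efflux genes, 14 had a higher ratio in SLE patients, and of 22 glycolysis genes, 5 did. Of 18 cholesterol synthesis genes, 8 did. Camera's adjusted p at the preset correlation was 0.0484, 0.00791 and 0.765, and at the estimated correlation it was 0.616, 0.616 and 0.893. By the paper, some SLE patients and no controls took statins, so disease and treatment cannot be told apart for the lipid genes.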

Interestingly, we also identified lipid and carbohydrate metabolism genes as differentially expressed in SLE patients compared with controls. One could hypothesize that these genes’ expression may play a role in how these cells participate in the processes of energy metabolism and mitochondrial function during cellular differentiation or during atheroma formation. These observations suggest that monocytes from patients with SLE upon entering sites of inflammation or vascular injury may be programmed as they differentiate into macrophages with an enhanced pathogenic potential to promote an atherosclerosis phenotype.

Signal transduction genes during monocyte-to-macrophage differentiation were predictive of the presence or absence of SLE; differentially downregulated genes were able to identify 15 of 20 SLE patients from the controls and five SLE patients who did not have atherosclerosis (Figure 1B). Many of the genes differentially regulated during monocyte-to-macrophage differentiation (downregulated genes include *JAK2*, *STAT6*, *TLR8*, and *TLR*2, and upregulated genes include *VEGFB*, *TGFB1*, *FN1*, *IL-1R2*, *SCARB1*, *MSR1*, and *CD163*) have been previously reported in the pathogenesis of atherosclerosis [16,18,31,32].

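TLR2, which senses bacterial lipoproteins, had a log2 macrophage over monocyte ratio of -2.75 ± 0.55 (SD, n = 20) in SLE patients and -2.10 ± 0.88 (SD, n = 15) in controls (permutation test, p = 0.0094, adjusted over the paper's named genes 0.0329). TLR8, a sensor of RNA, had -1.39 ± 0.65 (SD, n = 20) and -0.89 ± 0.72 (SD, n = 15) (permutation test, p = 0.0404, adjusted 0.0530). SCARB1 had 2.56 ± 0.56 (SD, n = 20) and 1.76 ± 0.61 (SD, n = 15) (permutation test, p = 2.7e-04, adjusted 0.00567). The ratio was lower in SLE patients for fibronectin, FN1, with 1.11 ± 0.81 (SD, n = 20) and 1.81 ± 1.08 (SD, n = 15) (permutation test, p = 0.0360, adjusted 0.0504). It was also lower for the decoy receptor gene IL1R2, with 0.32 ± 0.94 (SD, n = 20) and 1.22 ± 1.25 (SD, n = 15) (permutation test, p = 0.0195, adjusted 0.0377). TGFB1 was not detected on enough arrays to be tested.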

Foamy macrophages in atherosclerotic plaques demonstrate both M1 and M2 markers, and similar trends were observed during monocyte-to-macrophage differentiation in SLE. Mechanistically, we found that *JAK2* and *STAT6* were suppressed to a greater degree during monocyte-to-macrophage differentiation in patients with SLE compared with controls, especially among patients with atherosclerosis. 

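JAK2, a kinase of cytokine receptors, had a log2 ratio of -2.16 ± 0.34 (SD, n = 20) in SLE patients and -1.89 ± 0.35 (SD, n = 15) in controls (permutation test, p = 0.0258, adjusted over the paper's named genes 0.0452). STAT6, the transcription factor of IL-4 signals, had -1.25 ± 0.28 (SD, n = 20) in SLE patients, a difference of -0.25 from the controls (n = 15) (permutation test, p = 0.0192, adjusted 0.0377). Among SLE patients, JAK2 had -2.28 ± 0.26 (SD, n = 10) with atherosclerosis and -2.04 ± 0.38 (SD, n = 10) without, which did not pass (permutation test, p = 0.121, adjusted 0.450). STAT6 had -1.35 ± 0.28 (SD, n = 10) and -1.15 ± 0.25 (SD, n = 10), which did not pass (permutation test, adjusted p = 0.450). Like the other named genes, both were chosen by the paper on these samples, so these tests are not independent evidence. From these ratios and those of SOCS3 and IL15, the paper reasons that monocytes of SLE patients favor M1 over M2 differentiation.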

*JAK2* and *STAT6* are both important in mediating M2 macrophage differentiation [33]. 

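SOCS3, which inhibits JAK kinases, had a log2 ratio of -4.50 ± 0.67 (SD, n = 20) in SLE patients and -4.56 ± 1.46 (SD, n = 15) in controls (permutation test, p = 0.897).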

Expression of *SOCS3*, a JAK/STAT suppressor whose deficiency leads to M1 differentiation, was also reduced to a greater degree in patients with SLE. Furthermore, *IL15*, which mediates its signal through STATs including *STAT6*, was reduced more during monocyte-to-macrophage differentiation in patients with SLE, especially in those with atherosclerosis. 

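IL15, a cytokine that sustains NK and memory T cells, had a log2 ratio of -3.54 ± 0.26 (SD, n = 20) in SLE patients and -3.19 ± 0.37 (SD, n = 15) in controls (permutation test, p = 0.0018, adjusted over the paper's named genes 0.0126). Among SLE patients it had -3.63 ± 0.23 (SD, n = 10) with atherosclerosis and -3.44 ± 0.26 (SD, n = 10) without, which did not pass (permutation test, p = 0.0968, adjusted 0.450).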

The JAK2 fold-change expression was highly correlated with *IL15* and *IFITM1*, which supports the internal consistency of the data. These results indicate that SLE patients’ monocytes favor M1 rather than M2 differentiation compared with controls. Furthermore, we found that, compared with controls, patients with SLE had significantly increased levels of vascular endothelial growth factor (*VEGFB*) which promotes ischemic myocardial revascularization [31]. 

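Over 35 individuals, the JAK2 ratio correlated with that of IFITM1, an interferon-induced membrane protein, with Pearson's r = 0.46 (permutation test, p = 0.0045, adjusted over 6 relations 0.0161) and Spearman's rho = 0.41 (permutation test, p = 0.0144). Without the 2 individuals farthest from the median of JAK2, r was 0.49, and after removal of the recovered batches it was 0.47. It was 0.60 in SLE patients and 0.02 in controls, and 0.47 and 0.24 without the 2 farthest individuals of each group. With IL15, r was 0.17 (permutation test, p = 0.330, adjusted 0.660) and rho was 0.16 (permutation test, p = 0.359). Without those 2 individuals r was 0.23, and after removal of the batches it was 0.17. It was 0.305 without background correction (permutation test, p = 0.0739) and 0.335 with the authors' processed values (permutation test, p = 0.0488). It was 0.11 in SLE patients and -0.15 in controls, and 0.33 and 0.03 without the 2 farthest of each group.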

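VEGFB had a log2 ratio of 4.22 ± 0.48 (SD, n = 20) in SLE patients and 3.75 ± 0.40 (SD, n = 15) in controls (permutation test, p = 0.00405, adjusted over the paper's named genes 0.0213).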

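The hemoglobin scavenger receptor gene CD163 had a log2 ratio of 1.13 ± 0.75 (SD, n = 20) in SLE patients and 1.55 ± 0.54 (SD, n = 15) in controls, which did not pass (permutation test, p = 0.0770). MSR1, a scavenger receptor for modified LDL, had 4.78 ± 0.56 (SD, n = 20) and 4.55 ± 1.42 (SD, n = 15), which did not pass (permutation test, p = 0.551). Of 25 M2 macrophage genes, 8 had a higher ratio in SLE patients, and of 23 M1 macrophage genes, 5 did. Camera's adjusted p was 0.0610 and 0.0484 at the preset correlation, and 0.616 and 0.629 at the estimated correlation. In monocytes, the mean of 20 M2 genes was 0.13 higher in SLE patients (permutation test, p = 0.00699, adjusted over the lists 0.132). That of 22 M1 genes was 0.04 higher (permutation test, p = 0.788). A lower M2 ratio therefore need not mean lower expression in macrophages.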

CD163, an M2 marker, is highly expressed in atherosclerotic plaques, whereas MSR1 is important in plaque formation [32,34]. Patients with SLE therefore appear to have an increased predilection for creating inflammatory M1 macrophages but also exhibit features associated with M2 differentiation which may contribute to the pathogenesis of atherosclerosis.

One inherent limitation of the present study is the small sample size. Although clinical heterogeneity in SLE is also a concern, the SLE patients analyzed in this study were representative of the larger SOLVABLE population of 165 individuals who did not participate in this study in terms of clinical parameters and medication use. Because of potential confounding from the relatively small sample size, we looked at other variables, including medication usage, given the higher use of immunomodulatory medications and statin medications in the patients with SLE. Although these differences may contribute to some of the differences observed, we did not find that individuals’ expression clustered by medication use, and clustering based on medication status was not able to identify patients with or without atherosclerosis (data not shown). Given that patients on medication still had more severe disease, the medications may have dampened these patients’ inflammatory signatures.

Monocyte gene expression patterns of patients with SLE and subclinical atherosclerosis were associated with a 344-gene signature previously reported as associated with atherosclerosis (Figure 2) [18]. This signature includes primarily immune and inflammatory genes, including six Toll-like receptor genes, *IL1B*, *IRAK3*, and *MAPK14*, and a number of genes involved in apoptosis and mobilization of calcium. Strikingly, hierarchical clustering using this gene signature divided patients into groups based on their disease activity, and within these clusters, those with and without an atherosclerosis phenotype. Although the presence/absence of atherosclerosis was not absolute in any group, the differences between groups were readily apparent. Differences in patient demographics such as age and disease duration were not statistically significant and cannot fully account for the differences we saw between clusters in terms of atherosclerosis. We did note a trend (*p* = 0.14) for clusters 2 and 3 to have longer standing disease, and therefore without longitudinal follow-up of clusters 1 and 4, it is difficult to say whether these individuals will develop atherosclerosis at similar rates once they have had longer disease duration. Cluster 2 (high disease activity, 100% renal disease, and abundant atherosclerosis), like cluster 3 (low disease activity and abundant atherosclerosis), had substantial traditional cardiovascular risk factors (diabetes, smoking, dyslipidemia, and hypertension). The data suggest that both disease activity and traditional risk factors appear to contribute to cardiovascular risk in patients with SLE and raise the question of whether these risks are additive. One potential confounder for this gene expression pattern could be medication use, especially because immune modulating medications may affect the expression of genes relevant to the signatures being examined. For example, patients in cluster 2 were most likely to be on steroids (*P* = 0.03) and immunosuppressants (*p* = 0.004), which could affect their expression profile. Also, the use of statins in patients with SLE may have had an effect on gene expression and was likely to have had an effect on progression (and possibly development) of atherosclerosis [35]. These data are intriguing and hypothesis-generating but will need to be validated in a larger cohort of patients than was possible in this pilot study.

## Conclusions

Our data support the importance of the interferon-inducible signature in SLE and suggest that gene expression profiles in monocytes from patients with SLE are different between individuals with high and low disease activity and with and without atherosclerosis. The changes in expression seen during monocyte-to-macrophage differentiation suggest that this process of differentiation may contribute to disease pathogenesis, possibly by polarizing macrophages toward classic M1 activation. Further studies may be directed to determine whether factors present in SLE serum, genetic predisposition, or stimuli such as the stress response of oxidized lipid uptake might more clearly identify factors that promote the differentiation of pathogenic macrophages in SLE.

## Abbreviations

AC: aorta calcium; ACR: American College of Rheumatology; CAC: coronary artery calcium; CI: confidence interval; CT: computerized tomography; dsDNA: double-stranded DNA; EBCT: electron beam computed tomography; GO: gene ontology; IL: interleukin; IMT: intima-media thickness (carotid); LDL-c: low-density lipoprotein cholesterol; PANTHER: Protein Analysis Through Evolutionary Relationships; SAM: significance analysis of microarrays; SLE: systemic lupus erythematosus; SLEDAI: systemic lupus erythematosus disease activity index; SLICC/ACR-DI: Systemic Lupus International Collaborating Clinics/American College of Rheumatology Damage Index; SOLVABLE: Study of Lupus Vascular and Bone Long-term Endpoints; *VEGFB*: vascular endothelial growth factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

BK participated in study design and coordination, performed analysis of the expression data and clinical data, and drafted the manuscript. C-CH performed statistical analysis of expression data and participated in study coordination. CS and PW participated in study design and coordination and performed clinical data collection. RK, DY, and QQH carried out the *in vitro* studies and RNA preparation. KS-T, WP, GK, and DE performed and interpreted the clinical imaging studies. RP and RR-G conceived of the study, participated in its design and coordination and in interpretation of the data, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Macrophage Interferon Signature.** Heatmap of limited interferon signature identified in *in vitro*-differentiated macrophages is shown. SLE, systemic lupus erythematosus. Click here for file

Additional file 2 **Interferon gene signature.** Expression values for each of the 53 interferon-inducible genes identified are shown. Click here for file

Additional file 3 **Monocyte-to-macrophage differentiation.** Genes differentially expressed during monocyte-to-macrophage differentiation are shown. Click here for file

Additional file 4 **Gene networks.** Significant gene interaction networks were determined by using pathway analysis performed by using Ingenuity Pathways Analysis (IPA). GO, gene ontology; PANTHER, Protein Analysis Through Evolutionary Relationships. Click here for file

Additional file 5 **Gene ontology (GO) term breakdowns.** Heatmaps derived from genes representing significant GO terms for all systemic lupus erythematosus (SLE) cases and controls are shown. Click here for file

Additional file 6 **Three hundred forty-four-gene atherosclerosis signature.** Gene list for previously defined 344-gene atherosclerosis gene signature is shown. Click here for file

Additional file 7 **Three hundred forty-four-gene atherosclerosis signature.** Heatmap demonstrates previously described 344-atherosclerosis gene signature in all systemic lupus erythematosus (SLE) cases and controls. Click here for file

Additional file 8 **Consensus clustering.** Resampling-based consensus clustering analysis for 344-gene atherosclerosis signature is shown. Click here for file

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609

**Supplemental figure 1.** Limited interferon signature identified in in-vitro differentiated macrophages. SLE patients are denoted with a ‘C’ while healthy controls are denoted with an ‘X’. Presence of the atherosclerosis phenotype is denoted with an ‘A’ while its absence is denoted with an ‘N’.

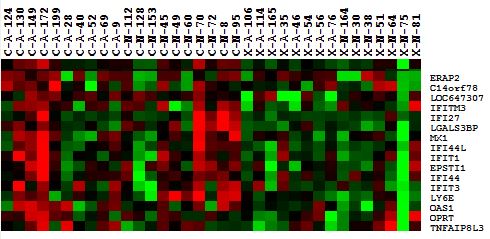

**Supplement:** Additional file 1 — Macrophage Interferon Signature. Heatmap of limited interferon signature identified in in vitro-differentiated macrophages is shown. SLE, systemic lupus erythematosus.

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609
**Supplement:** Additional file 2 — Interferon gene signature. Expression values for each of the 53 interferon-inducible genes identified are shown.

**Supplementary Table 1.**  Interferon gene signature.  In the right half of the table average log(expression) values are listed for each group for each of the 53 interferon-inducible genes identified. SLE – systemic lupus erythematosus.

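The table has 51 rows here, of which 50 name a gene on the array. For 50 of these, the 6 group means lay within 0.01 of the means of the deposited values, which are natural logs. For IFI44L, the paper's printed means are 7.73 in SLE patients and 7.06 in controls.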  

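In 51 of 51 rows, the paper's printed fold is 2 to the power of the difference of its printed means, within 0.02. The deposited values, which are natural logs, give a median fold of 1.44 between SLE patients and controls over the table's genes, where the paper's printed median is 1.28.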

Fold change comparisons in the right half of the table indicate the degree to which the gene is differentially regulated between different groups.  Ctrl – control individuals.  SLE-IFN – lupus patients with the interferon signature based on heatmaps.  SLE-No-IFN – lupus patients without the interferon signature.  SLE-A – lupus patients with the atherosclerosis phenotype. SLE-NA – lupus patients without the atherosclerosis phenotype.  Ctrl-A – control individuals with atherosclerosis phenotype.  Ctrl-NA – control individuals without the atherosclerosis phenotype.

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609
**Supplement:** Additional file 3 — Monocyte-to-macrophage differentiation. Genes differentially expressed during monocyte-to-macrophage differentiation are shown.

**Supplemental Table 2.** Genes differentially expressed during monocyte to macrophage differentiation.

A.    140 genes with p<0.05 when comparing macrophage/monocyte expression between the 19 participants with atherosclerosis (A) with the 17 participants without atherosclerosis (NA).

B.     163 significant genes with p<0.05 when comparing macrophage/monocyte expression between those with (SLE-A) or without atherosclerosis (SLE-NA).

C. 74 (2.4%) genes with p<0.05 when comparing macrophage/monocyte expression between control individuals with (Ctrl-A) or without (Ctrl-NA) atherosclerosis.

D.    Overlap between gene lists in A-C with previously identified 344 gene signature

| Probes overlapping 344 gene signature | | |
| --- | --- | --- |
| A vs NA | SLE-A vs SLE-NA | Ctrl-A vs Ctrl-NA |
| 11 | 22 | 3 |
|  |  |  |
| ADAMDEC1 | ADAMDEC1 | NAMPT |
| DKFZp761E198 | C14orf138 | SLC35F2 |
| DGKA | CLEC7A | ST7 |
| DUSP1 | CSF3R |  |
| LOC642590 | DGKA |  |
| LOC729021 | DUSP1 |  |
| MAGED1 | F5 |  |
| NAAA | GPR109B |  |
| SLC24A4 | IL1RN |  |
| SLC35F2 | LOC729021 |  |
| ST3GAL6 | MERTK |  |
|  | NAMPT |  |
|  | NCF1 |  |
|  | NCOA1 |  |
|  | PCBD1 |  |
|  | NAAA |  |
|  | NCF1 |  |
|  | SERPINA1 |  |
|  | SLC43A3 |  |
|  | SMARCD3 |  |
|  | SNX24 |  |
|  | ST3GAL6 |  |

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609

**Supplemental Figure 3.** Gene networks. Significant gene interaction networks were determined using pathway analysis was performed using Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, Redwood City, CA) software and interactions between members of genes identified in GO analysis from the PANTHER database are depicted. Shaded genes represent those from the differentially expressed gene list and those which are not shaded are other predicted members of the pathway which the literature suggests are implicated in the biological process and interact with the genes in the pathway.

1. Apoptosis

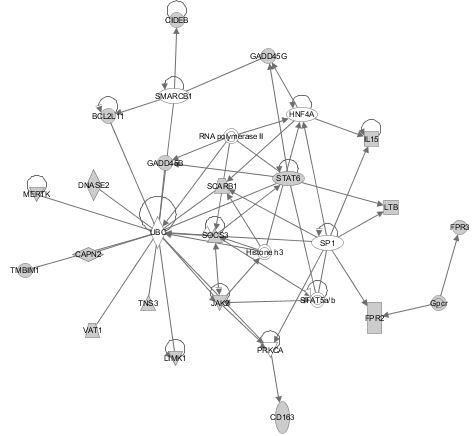

1. Carbohydrate metabolism, network 1

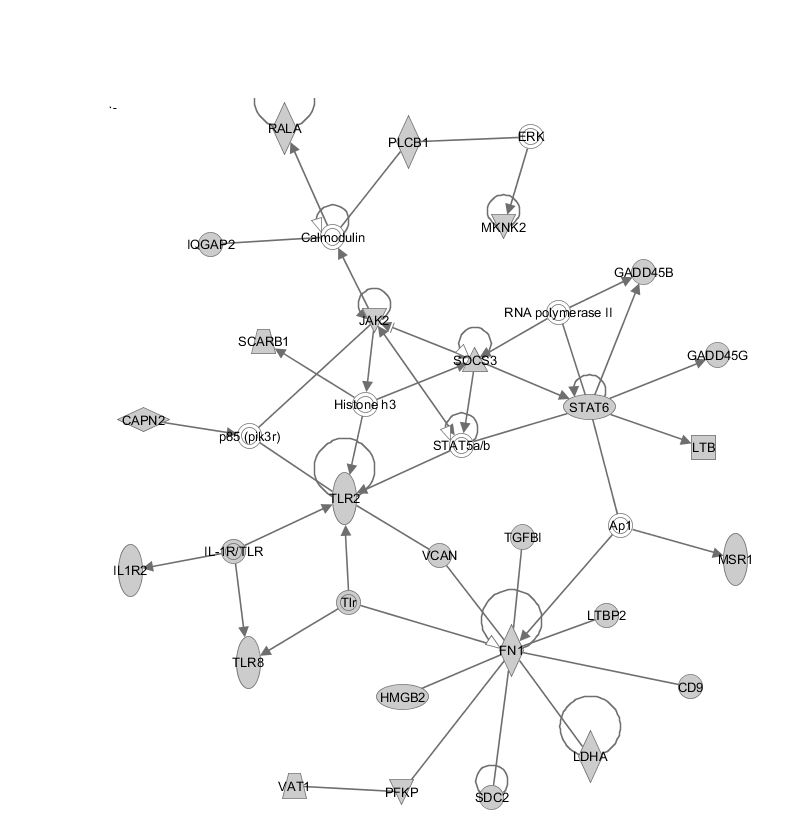

1. Carbohydrate metabolism, network 2

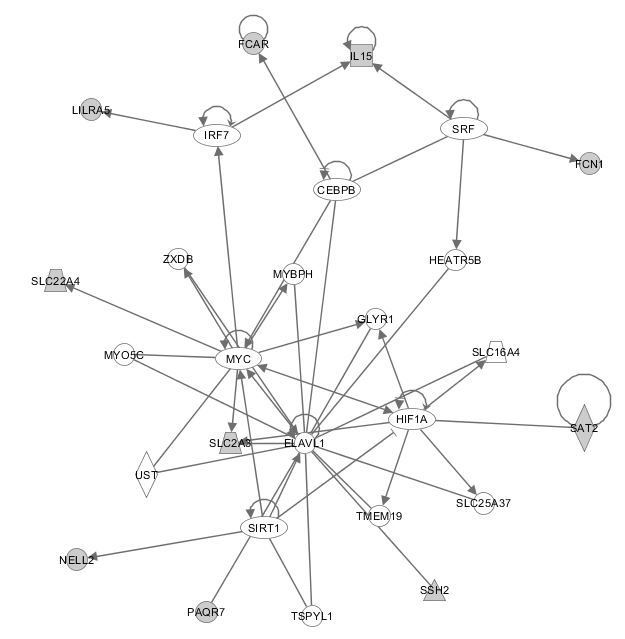

1. Carbohydrate metabolism, network 3

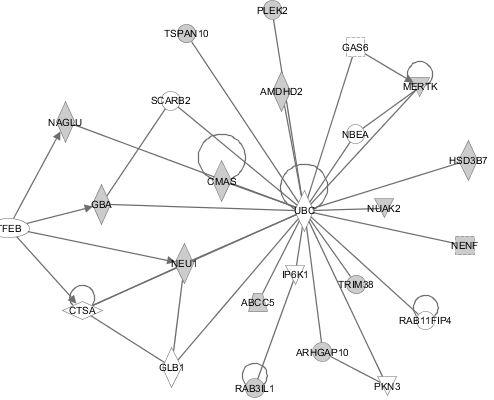

1. Immune system process, network 1

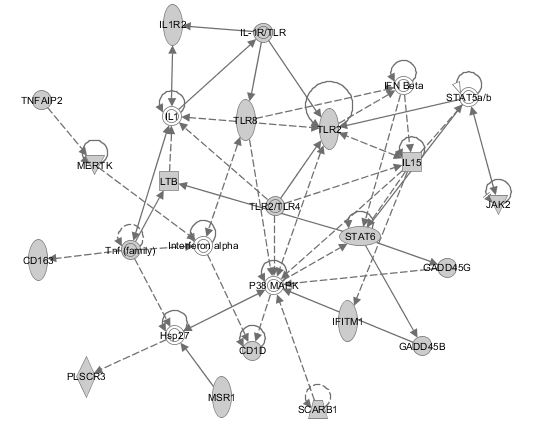

1. Immune system process, network 2

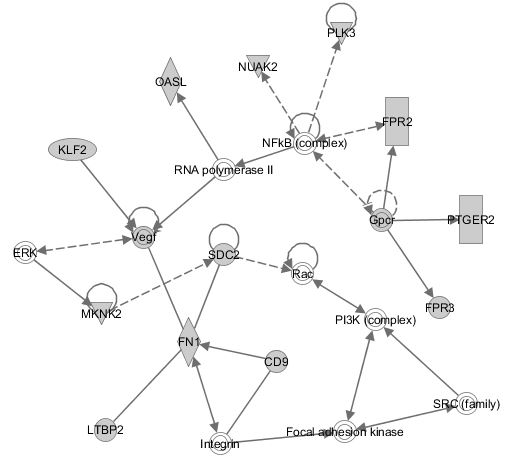

1. Lipid metabolism, network 1

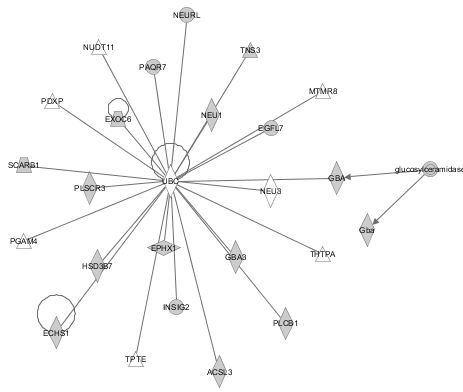

1. Lipid metabolism, network 2

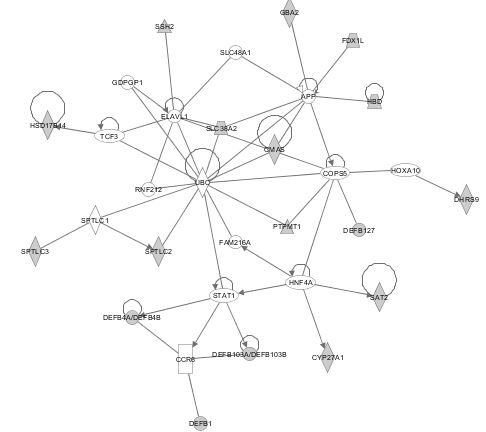

1. Signal transduction, network 1

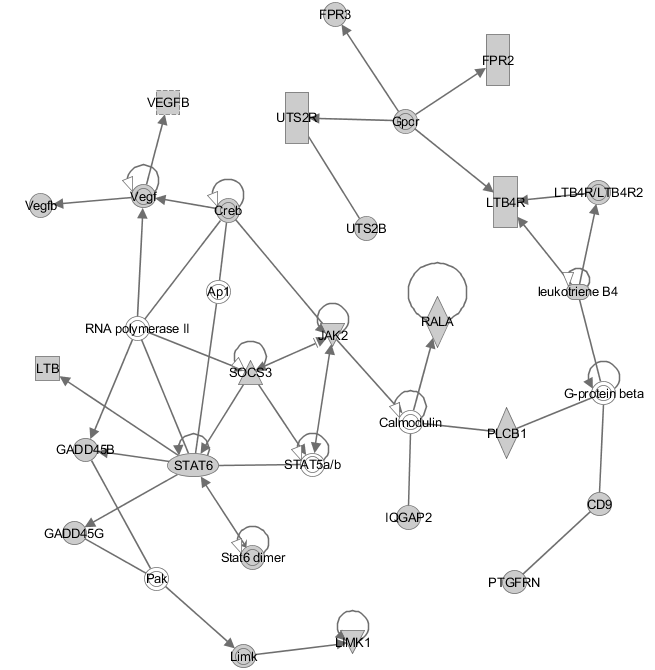

1. Signal transduction, network 2

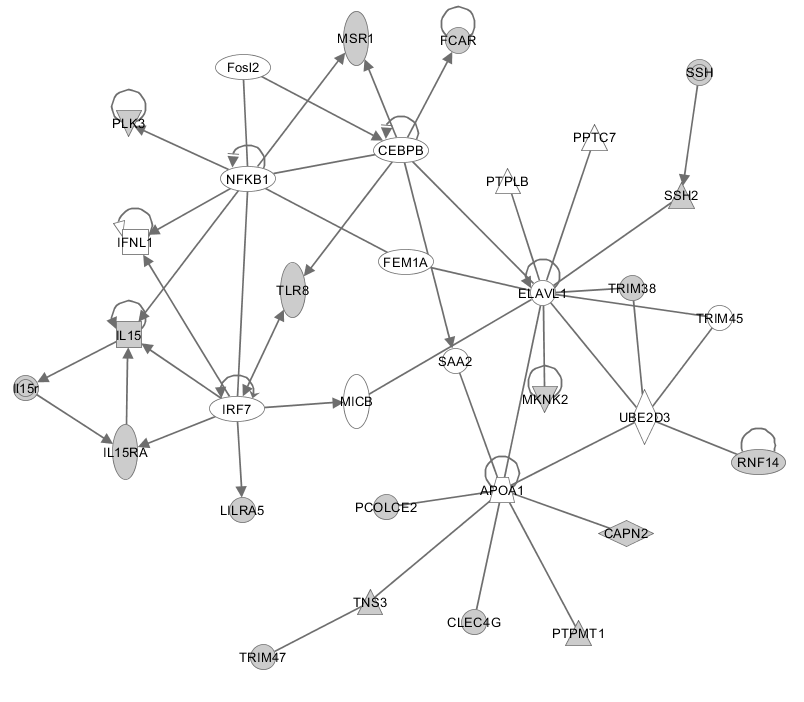

**Supplement:** Additional file 4 — Gene networks. Significant gene interaction networks were determined by using pathway analysis performed by using Ingenuity Pathways Analysis (IPA). GO, gene ontology; PANTHER, Protein Analysis Through Evolutionary Relationships.

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609

**Supplemental Figure 2**. Heatmaps for GO term gene members. All heatmaps were generated using CLUSTER and TREEVIEW using hierarchical clustering based on both sample and gene expression similarity. On each tree dendogram subjects are listed by study ID and group identity. .caa indicates an SLE patient with atherosclerosis, .can indicates an SLE patient without atherosclerosis, .coa indicates a control individual with atherosclerosis and .con indicates a control individual without atherosclerosis

1. Apoptosis, downregulated genes

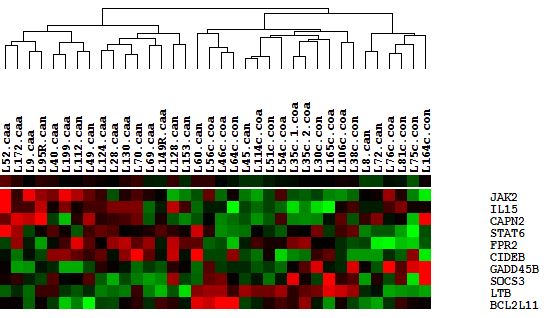

1. Apoptosis, upregulated genes

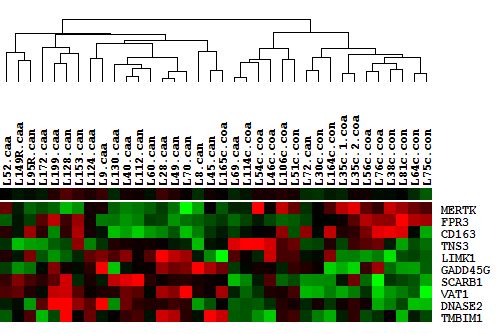

1. Carbohydrate metabolism, downregulated genes

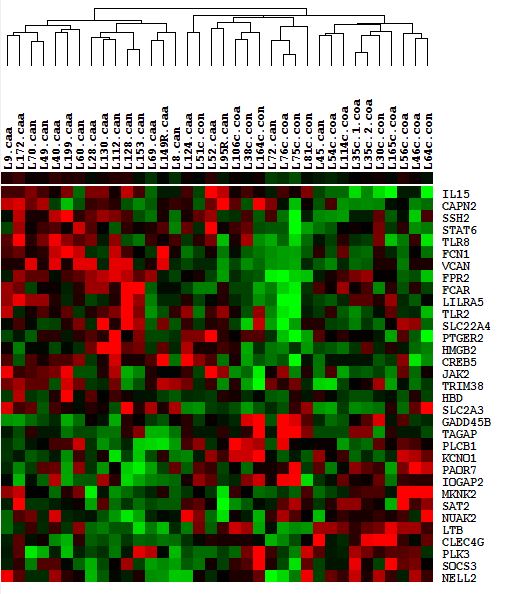

1. Carbohydrate metabolism, upregulated genes

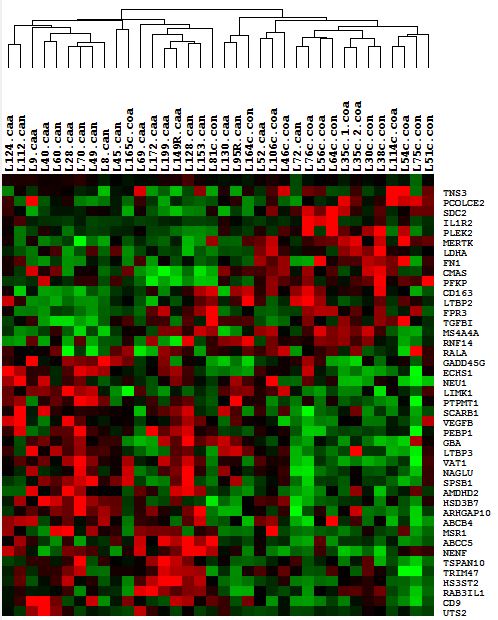

1. Immune system process, downregulated genes

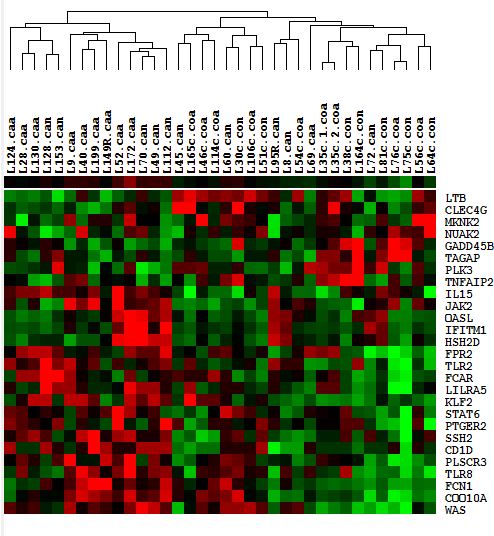

1. Immune system process, upregulated genes

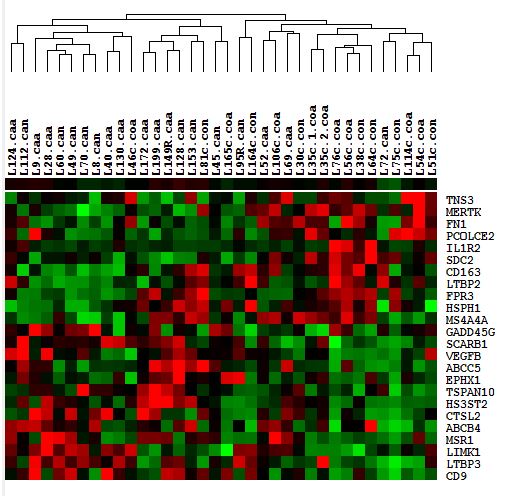

1. Lipid metabolism, downregulated genes

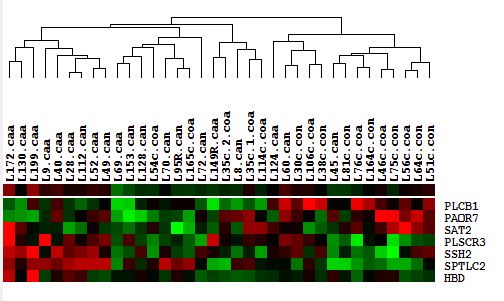

1. Lipid metabolism, upregulated genes

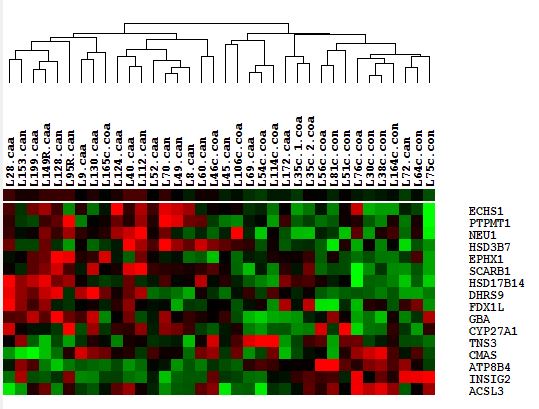

1. Signal transduction, downregulated genes (also see Figure 1c)
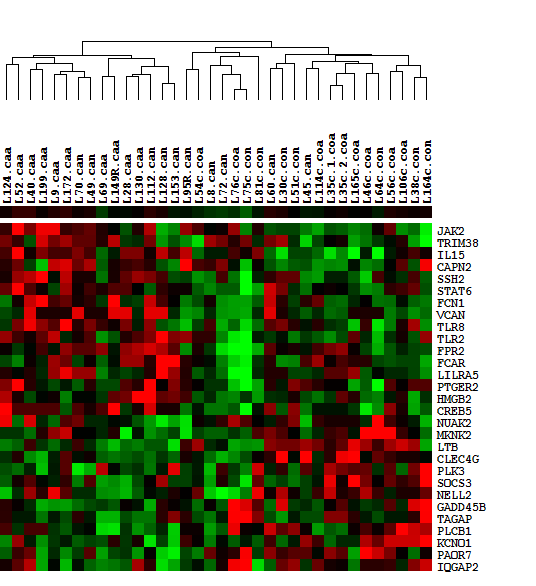

2. Signal transduction, upregulated genes

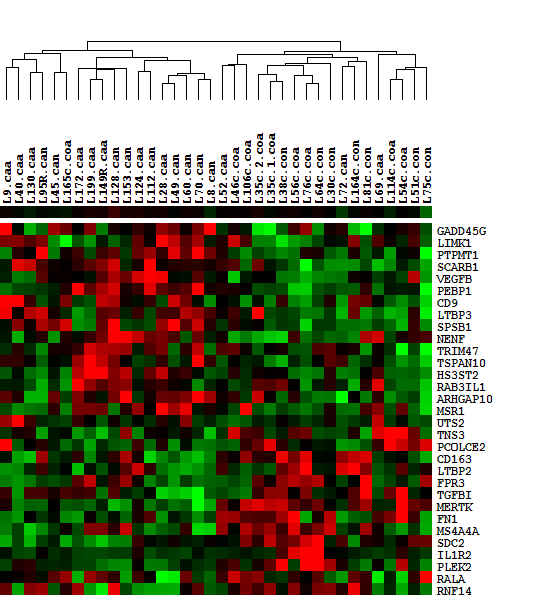

**Supplement:** Additional file 5 — Gene ontology (GO) term breakdowns. Heatmaps derived from genes representing significant GO terms for all systemic lupus erythematosus (SLE) cases and controls are shown.

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609
**Supplement:** Additional file 6 — Three hundred forty-four-gene atherosclerosis signature. Gene list for previously defined 344-gene atherosclerosis gene signature is shown.

**Supplemental Table 3.** Previously defined 344 gene atherosclerosis gene signature

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609

**Supplementary Figure 3.** Heatmap demonstrating previously described 344 atherosclerosis gene signature in all SLE cases and controls. Subjects are listed by study ID and group identity. .caa indicates an SLE patient with atherosclerosis, .can indicates an SLE patient without atherosclerosis, .coa indicates a control individual with atherosclerosis and .con indicates a control individual without atherosclerosis

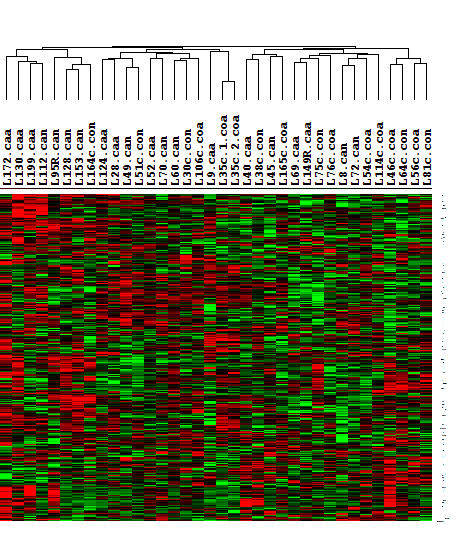

**Supplement:** Additional file 7 — Three hundred forty-four-gene atherosclerosis signature. Heatmap demonstrates previously described 344-atherosclerosis gene signature in all systemic lupus erythematosus (SLE) cases and controls.

# Supplementary material for: Inflammatory expression profiles in monocyte-to-macrophage differentiation in patients with systemic lupus erythematosus and relationship with atherosclerosis
**Source:** Arthritis Res Ther. 2014 Jul 10;16(4):R147. doi: 10.1186/ar4609
**Supplement:** Additional file 8 — Consensus clustering. Resampling-based consensus clustering analysis for 344-gene atherosclerosis signature is shown.

**Supplemental Figure 4**. Resampling-based consensus clustering analysis for 344 gene atherosclerosis signature

1. Cumulative distribution functions (CDF) of the consensus matrix at each number of clusters (*K*)

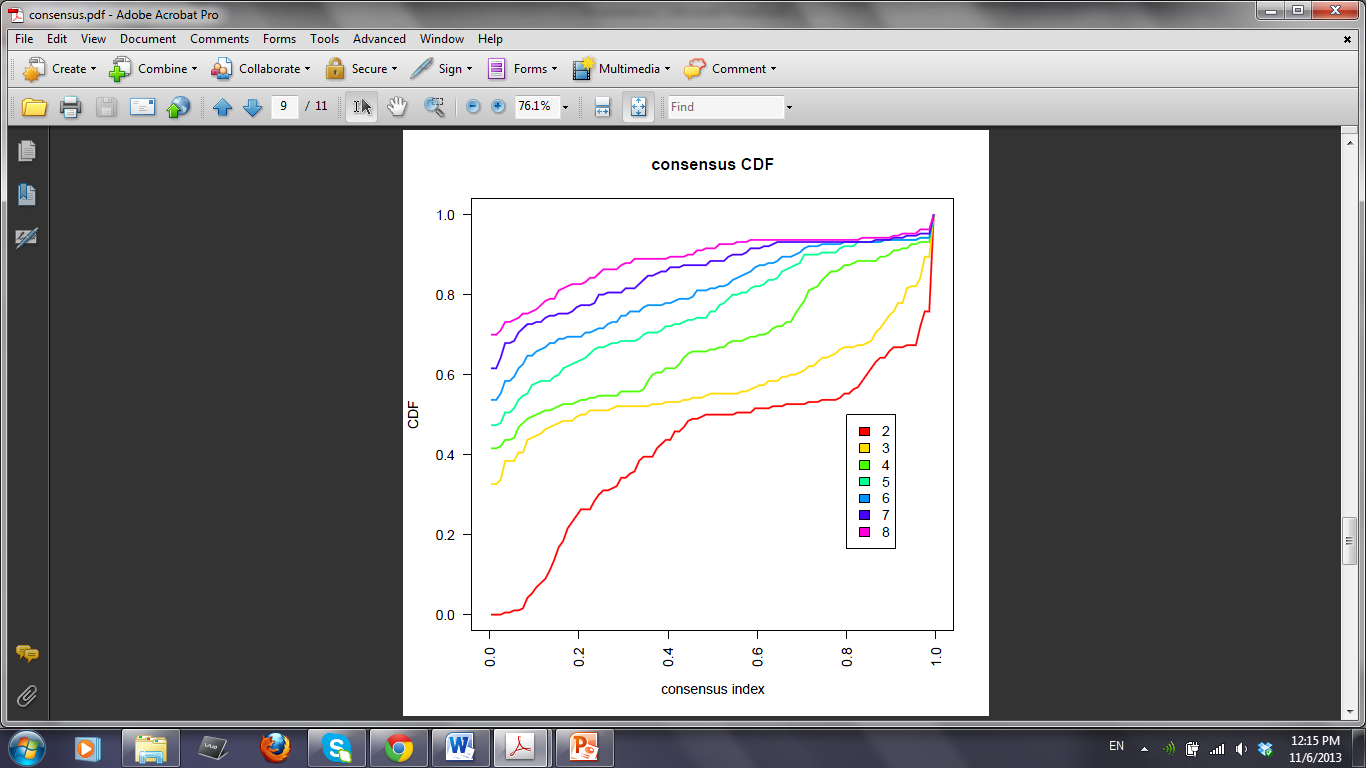

1. Area under the CDF curves comparing *K* and *K*-1 clusters

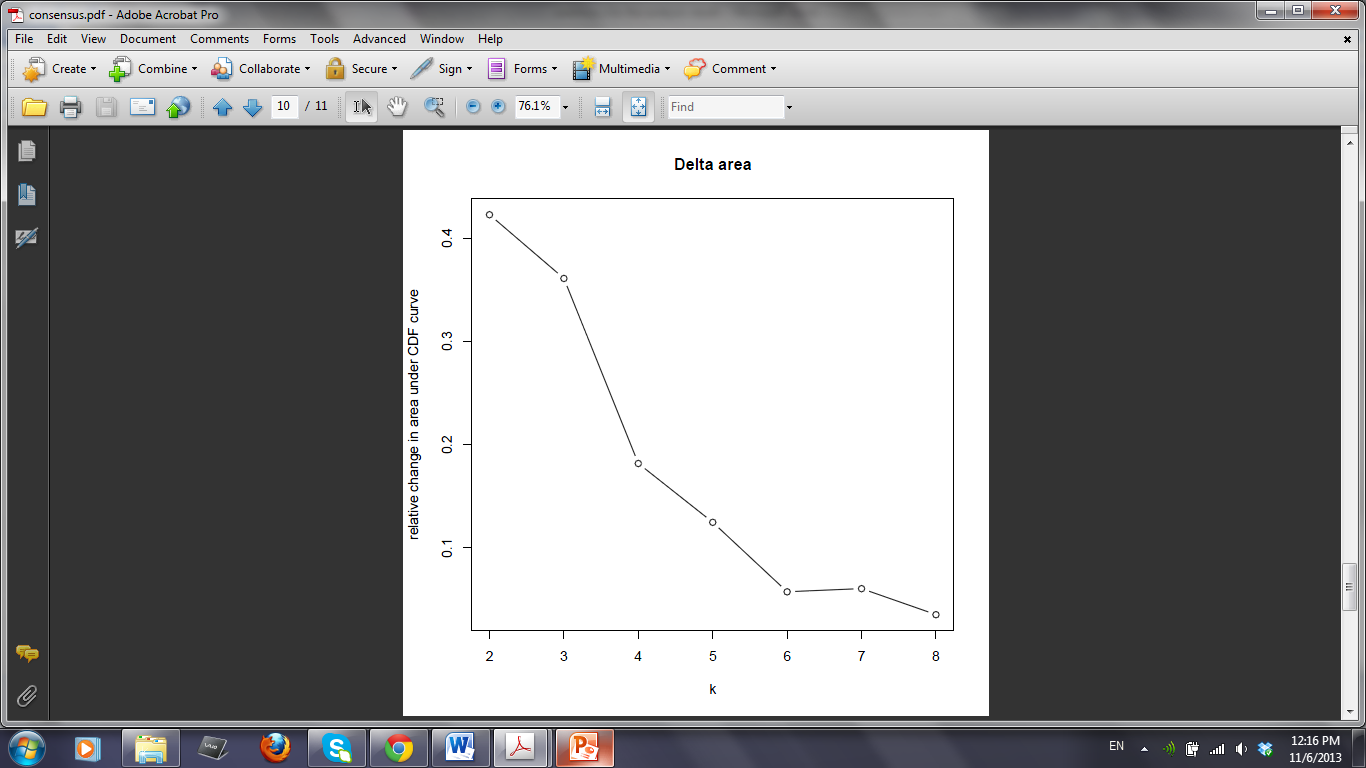

1. Cluster-consensus plot which calculates the mean of all pairwise consensus values between a cluster’s members at each *K*

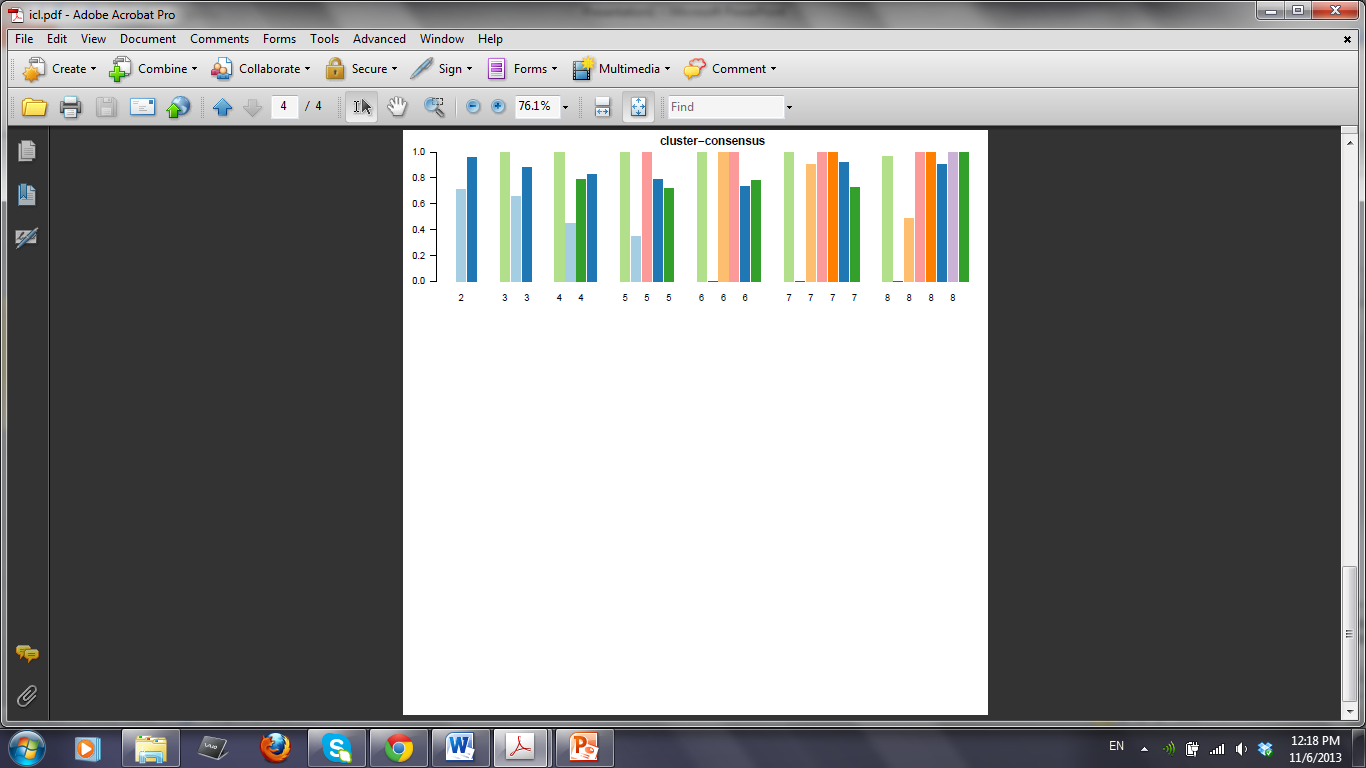

1. Cluster membership at *K*=5
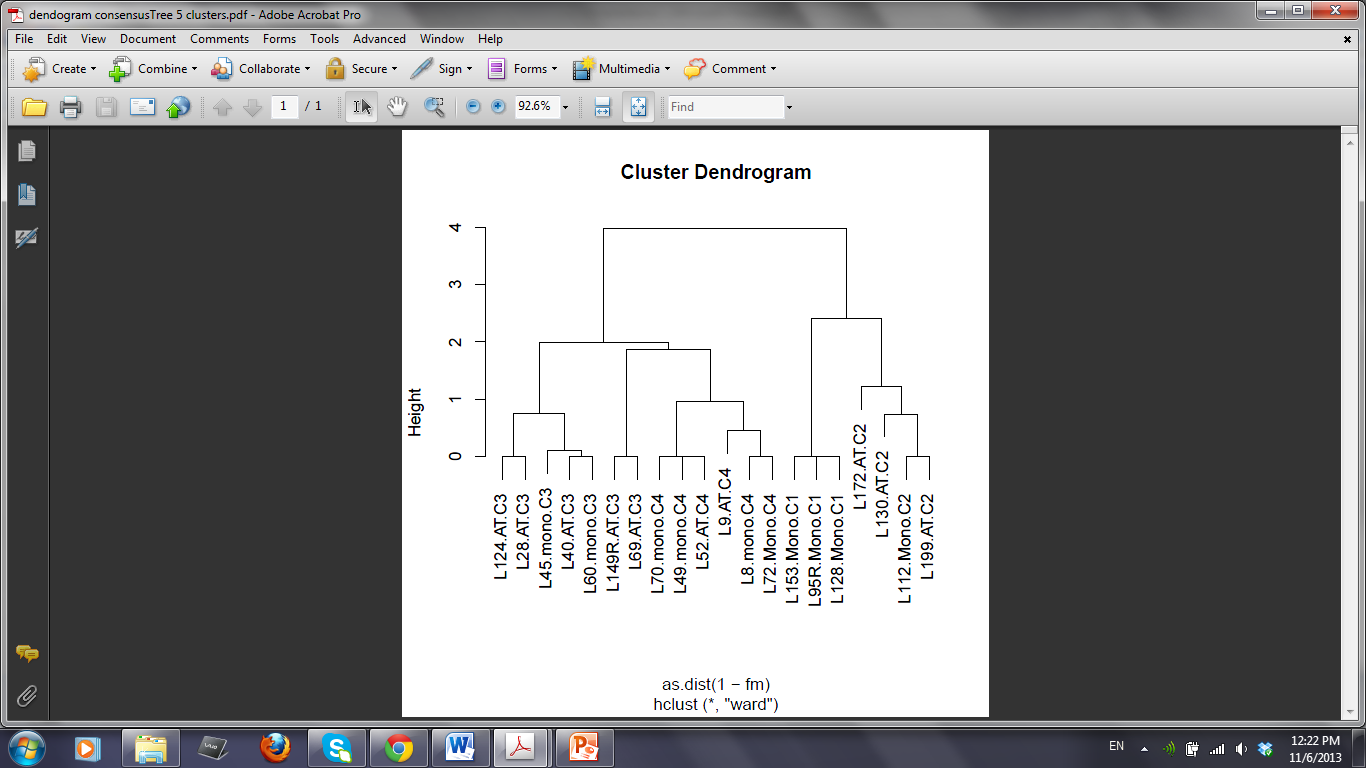

2. Cluster membership from original cluster structure indicated in figure 2

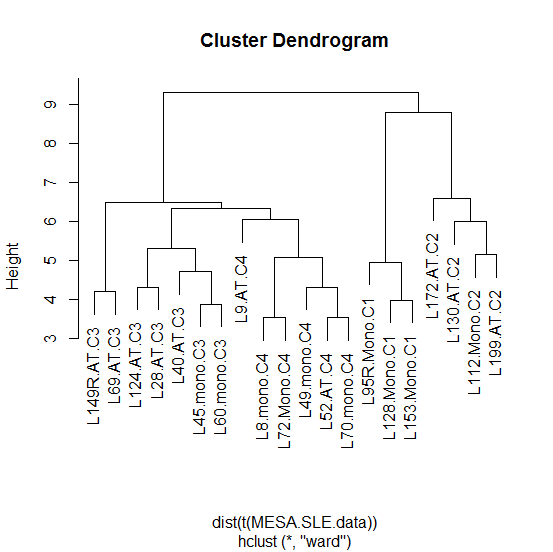

1. Tracking plot indicating cluster membership changes at K=5,6,7

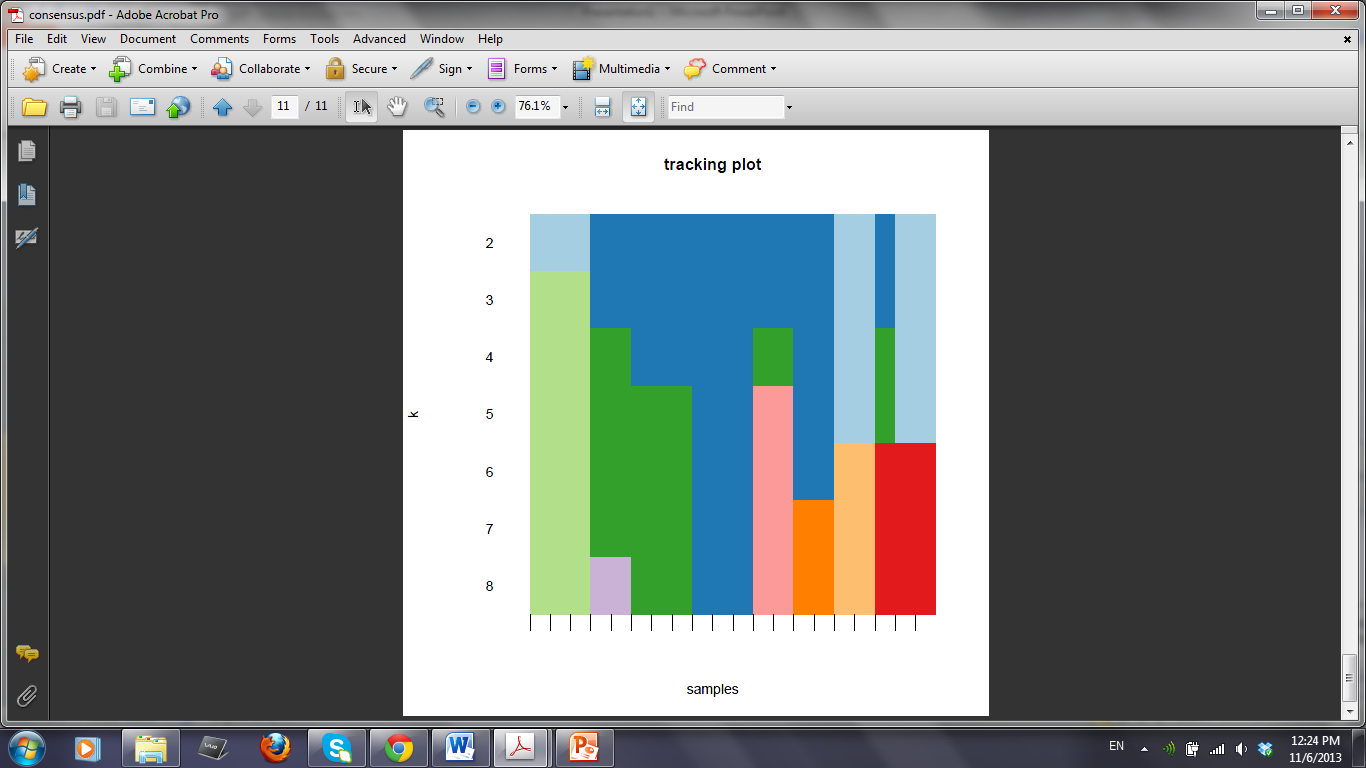

L153

L95

L128

L8

L72

L70

L49

L52AT

L40AT

L45

L60

L149AT

L69AT

L28AT

L124AT

L112

L199AT

L9AT

L130AT

L172AT

How the deposited data were processed for this re-analysis (not part of the article)

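RNA of monocytes and of macrophages grown from monocytes with M-CSF was measured on BeadChip arrays in 35 individuals, 20 with SLE and 15 controls. The authors deposited the signal intensity of 47231 probes on 72 arrays, read from scans with BeadStudio, a version of which is not given in the sources used here. The authors also deposited a detection p-value for each probe and array, which tests its signal against that of negative control probes. The third deposited table holds natural log values that the authors normalized by quantiles. The paper also names a correction with ComBat, and neither its batch nor whether this table had it is given in the sources used here. Each of its 72 columns was closest to the natural log of the same array's signal, with a mean absolute difference of 0.0245 to natural logs and 2.29 to log2 values. The platform annotation given with the files is of a later BeadChip than the one the paper names.

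Values were computed anew from the signal with R 4.3.3 and limma 3.58.1. The function neqc estimated background from the detection p-values, added an offset of 16, normalized by quantiles over all arrays and took log2. A probe entered a test when its detection p was under 0.05 on at least 7 arrays of the cell type. Of the 47231 probes, 30113 carry 1 gene symbol and name 20046 genes. Genes of the Y chromosome and XIST were left out of gene tables. For a gene with several probes, the probe of highest mean was used. Detected probes per array were 16290 to 20138 in monocytes and 17229 to 20193 in macrophages. The repeat arrays of 1 control correlated with r = 0.978 in monocytes and 0.991 in macrophages. In monocytes 9 of 630 pairs of arrays, this one included, were as close, with r up to 0.982 for another pair, and in macrophages 1 of 630. The 2 arrays lay in different recovered batches.

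The groups were taken from the sample labels. The paper's clusters of SLE patients were read from the labels of a figure in its supplement. The control arrayed in duplicate was averaged and counted once, where the paper counts 16 controls. Macrophages of 34 of 35 individuals matched their own monocytes best over 100 probes chosen on the other individuals, and those of 1 did not. That pair was kept, and results without it are an alternative chosen after seeing the data. The files name no chip, so batches were recovered from the difference between the deposited signal and the deposited natural log values. This gave 6 batches of 12 arrays, which may differ from the authors' own, since the lowest correlation within a batch was 0.285 and the highest between batches 0.321, and 33 of 36 pairs of arrays lay in 1 batch.

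Comparisons within a cell type used limma with Benjamini-Hochberg adjustment, two-sided. The comparison of macrophages with monocytes used the individual as a block, with a fold over 2 beside the adjusted p. For differentiation, the log2 ratio of macrophage to monocyte was taken for each individual. Probes with a mean ratio beyond 2-fold in SLE patients or in controls were kept without a test, and groups were compared on them by limma at an unadjusted p under 0.05, which is the paper's threshold. Genes the paper names were compared by permutation of the ratios with Benjamini-Hochberg adjustment over those genes, which the paper chose on these samples, so a pass is not independent evidence. Scores are the mean log2 value over a list. Clusters of the 344-gene list used Ward's method on Euclidean distance with 4 clusters, compared by the adjusted Rand index from mclust 6.1.1. Clusters of the 1000 most variable probes used average linkage on correlation with 2 clusters.

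The gene lists were written from general knowledge, apart from 2 taken from the paper. They are type I interferon-inducible genes, interferon-inducible genes outside the paper's table, the chemokines and cytokines named by the paper, other NF-kappaB chemokines and cytokines, immediate-early and stress genes, macrophage genes, classical monocyte genes, LXR targets, cholesterol synthesis, scavenger receptors, glycolysis, M1 genes, M2 genes, JAK-STAT, Toll-like receptors, apoptosis, complement, interferon-gamma response with MHC class II, glucocorticoid-induced genes, proliferation and the 344-gene list. Lists of other cells cover platelets, erythroid cells, T, B and NK cells, neutrophils, dendritic cells and non-classical monocytes. Lists, tests, comparisons and alternatives were fixed before the data were examined, except where a result says otherwise. Genes were named by a rule fixed with them, which takes the genes the paper names for the change from monocyte to macrophage, the 10 genes with the largest change each way among those that passed or the 10 with the smallest p where fewer than 10 passed, and for each list the 3 members with the largest change among those that passed or the smallest p. Other genes of the paper's text, such as IRAK3 and MAPK14, which it names as members of the 344-gene list, are outside this rule and the adjustment over its named genes.

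The tests were checked by adding known changes to 200 probes in arrays with shuffled labels. In monocytes of SLE patients and controls, limma recovered 47.8% of changes of 0.5 on the log2 scale, 98.5% of changes of 1 and 100% of changes of 2. Recovery was lowest for the ratios of controls with and without atherosclerosis, with 0%, 38.8% and 92.4%, and for the ratios of SLE patients and controls it was 19.4%, 89.6% and 100%. For ratios the check used 24132 probes at an adjusted p, where the comparison used the 5889 past the fold filter at an unadjusted p. The added changes were equal in all individuals of a group, so uneven changes were not checked. In macrophages of SLE patients and controls, 26 of 194 calls were false. For the ratios of SLE patients with and without atherosclerosis, 1 draw gave 195 false calls among 328. After that was seen, 20 further draws of shuffled arrays were made, and their mean share of false calls was 4.41%, with a highest number of 14. Over the 4 comparisons of ratios this share lay between 3.05% and 4.41%, with up to 34 false calls in 1 draw. With each probe shuffled on its own it lay between 3.52% and 4.72%.

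Alternatives were no background correction, the authors' processed values, the repeat arrays as 2 subjects, the recovered batch as a covariate, no detection filter, no block for the individual, 2 residual components as covariates, the other factor as a covariate, SAM, the t-test of the methods and other ways to cluster or score. PANTHER and gene ontology terms were not analysed here, since no annotation for them was at hand. The carotid and coronary imaging was not analysed here.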

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

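The tests of the recovered batch and of chance among the lists for the platelet genes, and those of permuted clusters and of random lists for the 344 genes, were chosen after the result was seen. The other tests of this part were written before.

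In 4 of 40 groups of scores, 1 individual stood apart from the rest. The gap to the nearest value, over the whole range, was 0.561 for interferon genes in monocytes of controls with atherosclerosis, 0.645 for them in macrophages of controls without it, 0.920 for the paper's chemokines in macrophages of controls with it and 0.807 for the 344 genes in macrophages of controls without it. Chance gives about 1 in 20 such groups.

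The effect of SLE or of atherosclerosis differed between the cell types for 6 lists by a permutation test of the change from monocyte to macrophage. For SLE against control these were interferon-inducible genes outside the paper's table, by -0.23 (p = 0.0273, adjusted over the lists 0.396), and glucocorticoid-induced genes, by -0.37 (p = 0.0048, adjusted 0.139). For SLE patients with against without atherosclerosis they were immediate-early and stress genes, by 0.23 (p = 0.0105, adjusted 0.153), the JAK-STAT pathway, by -0.16 (p = 0.0400, adjusted 0.290), platelet genes, by -1.21 (p = 0.00689, adjusted 0.153), and erythroid genes, by -1.38 (p = 0.0285, adjusted 0.276). None of the 6 passed after adjustment. For glucocorticoid-induced genes, SLE cannot be told apart from corticosteroid use, which the paper reports in some patients and in no controls.

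The paper does not report on platelet genes, and in monocytes of SLE patients the mean of 13 such genes was 1.29 higher with atherosclerosis than without (permutation test, p = 0.00589, within recovered batches 0.0113, above the median of the other group in 8 of 10 patients). With atherosclerosis the score was 7.43 ± 1.45 (SD, n = 10), and its highest patients, at 10.5 and 9.10, carry much of the difference. Without atherosclerosis it was 6.14 ± 0.38 (SD, n = 10), lower than in controls with and without it (6.81 and 6.58). Against the recovered batch as the source stands that the difference with atherosclerosis in SLE patients was 1.21 with the batch as a covariate. RNA of platelets carried with the monocytes may be a source, since these genes moved together within the SLE patients with a median correlation of 0.803, although positive selection for CD14 would remove platelets that are not bound to monocytes. Red cells as the one source cannot be told apart, since the erythroid score correlated with the platelet score with r = 0.629, between the values set for and against it. The adjusted p over the lists was 0.139, so chance among the lists stays open, as does a difference of the patients themselves, which was not tested.

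The paper reports that clusters of signal transduction genes with a different ratio part SLE patients from controls, and that genes of other pathways do not. That pathway was not analysed here, and over all transcripts, those lower in macrophages at an unadjusted p under 0.05 put 31 of 35 individuals on the side of their group. Transcripts chosen in the same way for shuffled groups did as well in 20 of 100 splits, the real one included, with 33 as the highest of the others, so choosing transcripts by the labels could give such a separation over all transcripts, while the pathway's own stays untested. No biological explanation was tested.

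In the paper's clusters of SLE patients on the 344 genes, atherosclerosis was more frequent in clusters 2 and 3. Fisher's exact test of the clusters by recovered batch gave p = 0.897. With 20 patients in 6 batches it has little power. The batches were also recovered from a correction within the values that gave these clusters, so this p does not speak against the batch. A share of 0.164 of shuffled labels reached as small a p over the ways to part the clusters, so chance cannot be excluded. Random lists of as many genes gave as small a p as the clusters of this reanalysis in 34.7% of draws, but those clusters did not follow atherosclerosis, so this does not tell whether other lists would give the paper's clusters. A link of these genes with atherosclerosis stays open.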

How the results depend on the processing

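Of 420 values of the results that answer a comparison under an alternative, 378 kept their direction and side of the threshold, or for counts lay within 1.5 times. For single genes and ratios this held for 976 of 980. Much of this agreement was set beforehand. Many of the first values are list counts between macrophages and monocytes, or counts within a cell type where most settings called no probe. The genes were picked for a large change, a small p or by the paper, and many lay far from the threshold. These shares therefore do not measure how stable the differences by disease are. Alternatives called added below were chosen after seeing the data, and the recovered batches came from the data.

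The 0 probes within a cell type became 12, 14 and 33 in monocytes (SLE, atherosclerosis in all individuals, atherosclerosis in SLE patients) and 11, 3 and 13 in macrophages with the t-test of the methods at an unadjusted p and 2-fold. SAM gave 1 and 2 in macrophages for SLE and for atherosclerosis in all individuals, and 2 residual components gave 24 and 1. These components came from residuals after fitting the groups, so they removed error variance and left the differences unchanged.

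Between macrophages and monocytes, with the individual as a block, the 5323 probes became 2884 without background correction and 2747 with the authors' values, and with no replicate block they were 5321. The fold filter kept 3188 and 3017, and 3040 with the added setting of authors' values, repeats as 2 subjects, arithmetic means and the t-test.

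The differentiation counts without background correction were 259 for SLE, 105 for atherosclerosis in all individuals, 1.4e+02 in SLE patients and 42 in controls. With the authors' values they were 251, 129, 176 and 48, and with the added setting 269, 152, 163 and 73.

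The 344-gene mean in SLE monocytes turned to -0.0024 without background correction. The correlation of JAK2 with IL15 was 0.335 with the authors' values (permutation test, p = 0.0488), where other settings did not pass. Interferon carriers differed between SLE patients and controls with the median of all individuals as reference (9 and 1, p = 0.0220 by Fisher's exact test), with a 2-fold minimum (9 and 0) and with natural logs read as log2 (8 and 1, p = 0.0483, added), and in no other setting. Clusters of the 1000 most variable probes in monocytes followed atherosclerosis only with Ward linkage on Euclidean distance (Fisher's exact test, p = 0.0191).

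Of genes that pass over their list alone, the interferon list in monocytes had 37, which became 15 with the recovered batch and 20 without the pair that matched another person better (added). The list outside the paper's table had 13, then 5 and 0. In macrophages the interferon list had 6, then 2 with the authors' values and 0 with the batch, where the mean over the list stayed at 0.33. In SLE monocytes with and without atherosclerosis, erythroid genes went from 2 to 0 without background correction and to 0 with the platelet score as a covariate (added). Non-classical monocyte genes went from 4 to 2 with the authors' values, 1 with the batch and 0 with the platelet score. The difference in the LILRA5 ratio between SLE patients and controls turned to -0.011 without background correction and -0.015 with the authors' values. CD9 passed before adjustment in both (permutation test, p = 0.0332 and p = 0.0458).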

Differences from the paper's values

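The fold filter kept 5889 transcripts, where the paper gives 3,044. Of the alternatives set before the data were examined, those without background correction (3188) and with the authors' processed values (3017) lie within 1.5 times of it, and those with the repeat arrays as 2 subjects, the recovered batch, arithmetic means and detected probes alone do not.

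Between SLE patients and controls, 438 transcripts had a different ratio, where the paper gives 270. No background correction (259) and the authors' values (251) lie within 1.5 times, and repeat arrays, batch, arithmetic means, detected probes, the t-test and the other factor do not. Between individuals with and without atherosclerosis the number was 219, where the paper gives 140, and the same 2 alternatives lie within 1.5 times (105 and 129) while the same 6 do not. In SLE patients with and without it the number was 263, where the paper gives 163, and the same 2 lie within 1.5 times (1.4e+02, of which 64 higher and 74 lower, and 176) while repeat arrays, batch, arithmetic means, detected probes and the t-test do not. In controls 68 ratios were higher and 44 lower, 1.1e+02 in all, where the paper gives 74, and no alternative set before the data were examined lies within 1.5 times (42 without background correction, 48 with the authors' values, 136 with repeat arrays, 120 with the batch, and arithmetic means, detected probes and the t-test within 2 of the number above).

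The authors' values with repeat arrays as 2 subjects, arithmetic means of the ratios and the t-test give 3040, 269, 152, 163 and 73, a setting chosen after seeing the values from 8 ways to define the fold, and of the named genes in the paper's 3 tables on atherosclerosis it calls 80, 104 and 48 and drops 15, 10 and 5. The values used here call 43, 63 and 26 and drop 52, 51 and 27.

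Among controls with the interferon signature 1 had atherosclerosis, where the paper gives 0. Without background correction and with the authors' values it was 0, and with repeat arrays or the batch it was 1. Both signatures were carried by 2 SLE patients, where the paper gives 1. It was 1 with the authors' values and with the batch, and 2 without background correction and with repeat arrays. The chemokine genes were carried by 6 SLE patients and 6 controls, where the paper gives 4 patients, and by 4 and 3 with the authors' values. Of the transcripts that differed between individuals with and without atherosclerosis, 7 lay in the 344-gene list, where the paper gives 11. It was 10 with repeat arrays and 9 with the batch, which lie within 1.5 times, and 6 without background correction and 7 with the authors' values, which do not. In the copy of the paper's tables used here, a match by gene symbol finds 7, 13 and 3 transcripts in that list, where the paper gives 11, 22 and 3. The paper's supplement also names the overlapping entries, some by locus or clone names that a match by symbol may miss.

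The paper's table of interferon genes is headed log2, and its means match the deposited natural logs in 50 of 50 rows. Its folds are 2 to the power of their differences. For IFI44L the paper's fold is 1.58, and the deposited values as natural logs give 1.94. The number of the table's folds of SLE patients over controls above 1.5 is 2 as printed, and 16 with its means as natural logs.

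The paper states that SOCS3 fell more in SLE patients, and here its ratio differed by 0.05 between the groups (permutation test, p = 0.897), while JAK2, STAT6, IL15 and VEGFB differed as the paper states, which is not independent, since it chose them on these samples. It states a high correlation of JAK2 with IL15, which was 0.17 here and 0.335 with the authors' values, while IFITM1 had 0.46. It names TGFB1, which was not detected here. It states a loss of JAK2, STAT6 and IL15 above all with atherosclerosis, and in SLE patients this did not pass (permutation tests, p = 0.121 for JAK2 and p = 0.0968 for IL15), with a lower mean with atherosclerosis for all 3.

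The labels give 8 of 15 controls with atherosclerosis, where the paper gives 10 of 16 in 1 place. Elsewhere it gives 19 participants with atherosclerosis, which is 9 of 16 controls and matches the labels with the control arrayed in duplicate counted as 2. The paper's own numbers differ between its parts. The SLE patients with the interferon signature and atherosclerosis are 3 of 9 in its results and 2 of 9 later, and those with the chemokine signature 1 of 4 and none.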

Other observations

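The test with the platelet score as a covariate was chosen after the result was seen. The counts over splits of the samples were set before.

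In macrophages of SLE patients, the GTPase gene RND3 had 7.21 ± 0.75 (SD, n = 10) with atherosclerosis and 5.85 ± 0.64 (SD, n = 10) without, the fatty acid receptor gene CD36 was 0.80 higher and ALDH1A2 was 1.30 higher (adjusted p = 0.972 by limma for each, not passing). Of 28 proliferation genes, such as CCNB1 and RRM2, 28 were higher with atherosclerosis, and of 20 classical monocyte genes, 4 were. Of 38 macrophage genes, 31 were higher. Camera called 5 of 28 lists at the preset correlation and 0 at the estimated correlation. In macrophages of SLE patients against controls, 1 of 28 proliferation genes was higher and 28 of 38 macrophage genes were, and camera called 7 of 28 lists and 0. HSD17B14 was 0.75 higher and VCAN differed by -1.56, and neither passed.

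In monocytes of SLE patients, PPBP, a platelet chemokine gene, had 10.12 ± 1.69 (SD, n = 10) with atherosclerosis and 8.30 ± 0.63 (SD, n = 10) without, GP9 had 7.74 ± 2.30 and 5.49 ± 0.64, and the hemoglobin gene HBB had 9.47 ± 2.97 and 6.49 ± 1.52, and none passed over all genes (adjusted p = 1.00 by limma for each). Of 18 platelet genes on the array, 13 were detected in monocytes and 11 in macrophages. Over the list alone, 9 passed, a count that 1 of 100 splits of the patients reached, the real one (highest other 6). This holds for the list taken alone, and chance among the lists tested stays open. In controls the mean of the list differed by 0.24 (permutation test, p = 0.553), and the difference between SLE patients and controls in this effect did not pass (1.05, p = 0.121). The mean of the erythroid genes was 1.44 higher in SLE patients with atherosclerosis (permutation test, p = 0.00961, adjusted over the lists 0.139), in 9 of 10 patients above the median of the others.

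In monocytes of SLE patients against controls, 17 of 19 glucocorticoid-induced genes, such as FKBP5, were higher, with camera's adjusted p at 0.00115 for the preset and 0.549 for the estimated correlation. Their mean was 0.24 higher, which did not pass (permutation test, p = 0.0630, adjusted over the lists 0.365). The paper reports corticosteroid use in some SLE patients and in no controls, so disease and treatment cannot be told apart here. In monocytes of SLE patients with against without atherosclerosis, the non-classical gene CDKN1C had 8.88 ± 0.41 (SD, n = 10) and 9.69 ± 0.55 (SD, n = 10), and 1 of 11 genes of its list was higher. Their median of -0.43 became -0.38 with the platelet score as a covariate, and the genes that pass over the list alone went from 4 to 0. That count was 1 with the recovered batch and 2 with the authors' values, so its loss is not specific to the platelet score. Of 12 T cell genes 11 were higher and of 9 B cell genes 8, while 0 of 8 chemokines named by the paper were and 5 of 22 other NF-kappaB genes were. The means of these lists did not differ (permutation tests, p = 0.331, 0.236, 0.187 and 0.258, adjusted over the lists 0.741 for each). Camera called 8 of 29 lists and 0 at the estimated correlation. For all individuals it called 10 and 0.

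From monocytes to macrophages, LPL rose by 7.22 (SE 0.21), TGM2 by 5.71, PPARG by 5.01 and COLEC12 by 5.41, while the nuclear receptor gene NR4A2 fell by 5.80, PTGS2 by 5.04 and OSM by 5.32. Genes that passed higher and lower were 18 and 4 of 22 for glycolysis, 11 and 0 of 14 for scavenger receptors, 18 and 6 of 25 for M2, 2 and 17 of 23 for M1, 8 and 25 of 35 for JAK-STAT, 3 and 16 of 20 for Toll-like receptors, 10 and 19 of 34 for apoptosis, 10 and 7 of 18 for complement, 3 and 20 of 27 for interferon-gamma and MHC class II, 8 and 11 of 20 for glucocorticoid-induced genes, 3 and 42 of 48 for type I interferon-inducible genes, 6 and 24 of 35 for those outside the paper's table and 3 and 17 of 23 for other NF-kappaB genes. For other cells they were 5 and 7 of 16 for platelets, 0 and 4 of 6 for erythroid cells, 3 and 7 of 12 for T cells, 2 and 7 of 9 for B cells, 1 and 9 of 10 for NK cells, 1 and 12 of 16 for neutrophils, 0 and 7 of 7 for dendritic cells and 3 and 7 of 11 for non-classical monocytes. For the 344 genes they were 67 and 191 of 283. Splits that swap the cell types within individuals gave at most 1576 probes against 5323, a count that 1 of 100 splits reached, the real one, so chance can be excluded.

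For the 6 comparisons within a cell type, limma called 0 probes. All 100 of 100 splits reach a count of 0, so splits at the adjusted p test nothing here, and the highest of the others was 3 for SLE and 3 for atherosclerosis in monocytes, 4 and 1 in macrophages, and 1 in each cell type for atherosclerosis in SLE patients. At an unadjusted p under 0.05 in monocytes, 18 of 100 splits reached the 1345 probes for SLE (highest other 2322), 51 the 949 for atherosclerosis (2205) and 65 the 859 in SLE patients (2336). In macrophages, 55 reached the 955 (3053), 87 the 659 (2185) and 47 the 1054 (2574). At this threshold chance cannot be excluded for any of the 6.

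For the ratios, chance cannot be excluded either. The 438 transcripts for SLE were reached by 15 of 100 splits (highest other 938), the 219 for atherosclerosis by 66 (827), the 263 in SLE patients by 45 (788) and those in controls by 95 (639). Some splits gave several times the real count, which may come from a structure of the samples other than these groups or from correlated probes, and neither was tested. For the 344 genes in SLE monocytes, 98 of 100 splits gave as large a mean t (0.0117, highest other 0.536), a mean that tests little for a list without directions. The number of interferon genes that pass over their list alone, 37, was reached by 1 of 100 splits, the real one (highest other 1). Since the paper chose 38 of these genes on the same samples, this does not exclude chance. For camera at the preset correlation, the 3 lists for SLE in monocytes were reached by 83 splits (highest other 11), the 8 for atherosclerosis in SLE monocytes by 33 (highest 16) and the 10 for the ratios by 21 (highest 15), so chance cannot be excluded.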
